# MicroRNA Regulation of Bovine Monocyte Inflammatory and Metabolic Networks in an *In Vivo* Infection Model

**DOI:** 10.1534/g3.113.009936

**Published:** 2014-01-23

**Authors:** Nathan Lawless, Timothy A. Reinhardt, Kenneth Bryan, Mike Baker, Bruce Pesch, Duane Zimmerman, Kurt Zuelke, Tad Sonstegard, Cliona O’Farrelly, John D. Lippolis, David J. Lynn

**Keywords:** infection, innate immunity, RNAseq, microRNA, transcriptional networks, complex genetics, tolerance, complex immunity, resistance

## Abstract

Bovine mastitis is an inflammation-driven disease of the bovine mammary gland that costs the global dairy industry several billion dollars per year. Because disease susceptibility is a multifactorial complex phenotype, an integrative biology approach is required to dissect the molecular networks involved. Here, we report such an approach using next-generation sequencing combined with advanced network and pathway biology methods to simultaneously profile mRNA and miRNA expression at multiple time points (0, 12, 24, 36 and 48 hr) in milk and blood FACS-isolated CD14^+^ monocytes from animals infected *in vivo* with *Streptococcus uberis*. More than 3700 differentially expressed (DE) genes were identified in milk-isolated monocytes (MIMs), a key immune cell recruited to the site of infection during mastitis. Upregulated genes were significantly enriched for inflammatory pathways, whereas downregulated genes were enriched for nonglycolytic metabolic pathways. Monocyte transcriptional changes in the blood, however, were more subtle but highlighted the impact of this infection systemically. Genes upregulated in blood-isolated monocytes (BIMs) showed a significant association with interferon and chemokine signaling. Furthermore, 26 miRNAs were DE in MIMs and three were DE in BIMs. Pathway analysis revealed that predicted targets of downregulated miRNAs were highly enriched for roles in innate immunity (FDR < 3.4E−8), particularly TLR signaling, whereas upregulated miRNAs preferentially targeted genes involved in metabolism. We conclude that during *S. uberis* infection miRNAs are key amplifiers of monocyte inflammatory response networks and repressors of several metabolic pathways.

Bovine mastitis is an inflammation-driven disease of the bovine mammary gland that is associated with significant costs to the global dairy industry. In Europe this cost is estimated to be approximately €2 billion euro per year (Wells *et al.* 1998), with similar figures available in the United States (Jones and Bailey 2009). Causative agents of mastitis infection include, but are not limited to, coliforms (*Escherichia coli)*, Streptococci (*Streptococcus uberis*) and Staphylococci *(Staphylococcus aureus*). *S. uberis* is now ranked among the most prevalent mastitis-causing pathogens throughout Europe and North America (Reinoso *et al.* 2011; Ward *et al.* 2009).

Mastitis develops as bacteria entering the udder via the teat canal stimulate a pathological form of inflammation. Bacteria encounter epithelial cells lining the mammary gland stimulating a local inflammatory response that facilitates their transport across the epithelial barrier, where they are detected by resident immune cells, such as monocytes. Both cell types constitutively express surface pathogen recognition molecules such as Toll-like receptors (TLRs), enabling them to function in a sentinel capacity. Invasive *S. uberis* triggers TLR2 and TLR4 mobilizing local and systemic inflammatory mediators (Bannerman *et al.* 2004; Moyes *et al.* 2009). Typically, chemokines, interleukins (ILs), and tumor necrosis factor (TNF)-α initiate local physiological changes in vascular permeability, cell differentiation, and apoptosis. Concurrently, systemic innate immune changes provoke acute phase protein (APP) production, which is distributed systemically to suppress the spread of bacteria locally (Mitterhuemer *et al.* 2010). During this phase, immune cells are recruited to the point of infection (Rinaldi *et al.* 2010). Monocytes are released from the bone marrow into the circulatory system and eventually reach the mammary gland via chemokine ligand–mediated cell migration. There they differentiate into macrophage and dendritic cell populations (Dong *et al.* 2013; Shi and Pamer 2011). Neutrophils comprise the majority of immune cells in an infected gland during an infection. Neutrophils are tasked with directly clearing invasive bacteria via phagocytosis or neutrophil extracellular traps (NETS) and subsequently aid in resolution of inflammation (Lippolis *et al.* 2006; Reinhardt *et al.* 2013). Once recruited to the site of infection, monocytes and neutrophils orchestrate antimicrobial activity to control bacterial spread and resolve the infection (Dong *et al.* 2013; Serbina *et al.* 2008). Immune cells and other somatic cells can be detected in the milk of infected animals, and the counts of the number of such somatic cells per ml, called the somatic cell count, is an indicator of mastitis (Jones and Bailey 2009).

The local immune response in mammary tissues has been examined by several approaches both *in vivo* and *in vitro*. Candidate gene-based approaches and microarray technology have determined that more than 2000 genes spanning immunity, metabolism, and tissue remodeling are active during mastitis (Mitterhuemer *et al.* 2010; Moyes *et al.* 2009; Swanson *et al.* 2009). However, modest data are available examining transcriptional activity in either milk or blood monocytes from infected animals (Prgomet *et al.* 2005), and little is known regarding the role microRNAs (miRNAs) play in regulating these responses.

The miRNAs are small, noncoding RNAs that play a key role in the regulation of innate and adaptive immunity as posttranscriptional regulators of gene expression (O’Connell *et al.* 2010). They have been shown to regulate immune function in several cell types. Neutrophil senescence, for example, is regulated by a discrete miRNA repertoire (Ward *et al.* 2011). Naïve mouse B cells are indirectly regulated by miR-155 via histone deacetylase 4 repression, whereas naive CD4^+^ T-cell differentiation and function are regulated by global changes in miRNAs (Bronevetsky *et al.* 2013; Sandhu *et al.* 2012). In a recent study, we concluded that miRNAs likely play a key role in regulating the innate immune response in mammary epithelial cells to a bovine mastitis pathogen *in vitro* (Lawless *et al.* 2013).

Although miRNA expression is abundant in numerous bovine tissues, genome-wide studies elucidating the regulatory roles of miRNAs in bovine immunity are limited (Coutinho *et al.* 2007; Jin *et al.* 2009; Xu *et al.* 2009). Furthermore, no bovine studies to date have applied next-generation sequencing (NGS) to examine global miRNA expression in immunity and infection *in vivo*. In this study, we report a NGS approach to profile the expression of bovine miRNAs and mRNAs at multiple time points in milk and blood CD14^+^ monocyte cells isolated from Holstein Friesians infected *in vivo* with *S. uberis*, a causative agent of bovine mastitis.

## Materials and Methods

### Animals

Ten female Holstein Friesians in the middle of their first lactation period, aged between 26 and 30 months and between 3 and 5 months postpartum, were selected for this study. The trial was conducted at the USDA National Animal Disease Center (NADC) in Ames, Iowa. All animals had a medical history that was free from mastitis. The National Animal Disease Center’s Animal Care and Use Committee approved all procedures used in this study.

### Infection protocol

Five animals were infected via the teat canal of the right front quarter with approximately 500 colony-forming units (CFU) of a mastitis-causing pathogen, *S. uberis* 0140, in 10 ml saline. Five control animals were inoculated with saline only. Milk and blood samples were obtained from each animal at 0, 12, 24, 36, and 48 hr after infection (or mock infection) as described below. At each time point, rectal temperature, total volume of milk, somatic cell count, bacterial counts, ambient temperature, humidity, and additional observations were recorded for each animal. Bacterial counts were determined from 5-ml milk samples collected aseptically from the infected quarter. Milk was serially diluted in sterile phosphate-buffered saline and spread on blood agar plates and then incubated for 24 hr at 37°. After incubation, plates were examined for bacterial growth and CFUs per ml were determined.

### Cell extraction from milk

Milk was collected using a sterilized quarter milker from infected and control animals at each time point. The total volume of milk was noted; 5 ml milk was isolated for milk bacteriology. The remaining milk was then diluted into Hanks' Balanced Salt Solution (HBSS) without Phenol red, Mg, and Ca... plus 10 mM EDTA. The mixture was inverted several times, transferred to a 1-liter centrifuge bottle, and centrifuged in a fixed angle rotor at 10,000 × *g* for 30 min. After centrifugation, the supernatant was poured off and the pellets were resuspended in 150 ml HBSS plus 5 mM EDTA. The resuspended pellets were then transferred to fresh centrifuge tubes and spun at 2500 × *g* for 30 min. After the second spin, the supernatant was poured off and the pellet from each sample was resuspended in 20 ml RPMI 1640 plus 1 mM sodium pyruvate plus 2 mM L-glutamine plus 50 ug/ml gentamycin plus 10% FBS (cRPMI) (Sigma-Aldrich, Steinheim, Germany). The 20-ml cell suspension was divided into 2 × 10 ml aliquots in 15 ml conical centrifuge tubes. The cells were pelleted by centrifuge at 650 × *g*. After this spin, the pellets were pooled into 4 ml cRPMI and were labeled for cell sorting. The cells were counted by trypsin blue exclusion (Careforde, Chicago, IL) to determine the cell count.

### Cell extraction from blood

At each time point, animals were led into a crush, and 2×60 ml syringes of blood were extracted by venipuncture and immediately placed on ice. The total volume of blood and total number of cells in blood were determined using a hemocytometer. Blood was spun for 20 min at 1200 × *g*. The buffy coat was observed between serum and red blood cell phase and was removed. Contaminating red blood cells were lysed by adding 1 volume lysis solution (10.6 mM Na_2_HPO_4_ and 2.7 mM NaH_2_PO_4_) and inverting the tubes several times, immediately followed by adding half volume restore solution (10.6 mM Na_2_HPO_4_, 2.7 mM NaH_2_PO_4_, and 460 mM NaCl) and inverting the tubes. The buffy coat was then spun for 10 min at 650 × *g*, and the red supernatant was poured off. Cells were resuspended in red blood cell lysis solution and then restore solution again as described above. Cell were spun for another 5 min at 650 × *g* and resuspended in 5–10 ml media.

### Isolation of CD14^+^ monocytes by flow cytometry

Milk-derived and blood-derived CD14^+^ monocytes were isolated by fluorescence-activated cell sorting (FACS). Briefly, cells were labeled with monoclonal anti-bovine CD14 (Clone CAM36A; VMRD, Pullman, WA) and a PE-conjugated anti-mouse IgG1 antibody (Southern Biotechnology, Birmingham, AL). Labeled cells were separated based on fluorescence intensity using the BD FACS Aria Cell Sorting System (BD Biosciences, San Jose, CA). Cells with more than 95% purity were isolated from the milk and peripheral blood of each animal.

### mRNA extraction

The mirVana RNA Isolation Kit (Ambion, Austin, TX) was used to extract total RNA from FACS-isolated cell populations. Procedures were performed according to the manufacturer’s protocol (Supporting Information, File S1). RNA was quantified and integrity was confirmed using an Agilent RNA Kit on a 2100 Bioanalyzer platform (Agilent Technologies, Loveland, CO) (File S1).

### miRNA extraction

MicroRNA was extracted using mirPremier microRNA Isolation Kits (Sigma-Aldrich, Steinheim, Germany). Procedures were performed according to the manufacturer’s protocol (File S1). Small RNA was quantified using an Agilent small RNA Kit on a 2100 Bioanalyzer platform (File S1).

### mRNA library generation

One hundred indexed mRNA libraries (50 blood monocyte libraries and 50 milk monocyte libraries) were prepared for cluster generation using TruSeq v2 RNA sample preparation kits (Illumina, San Diego, CA). Procedures were performed according to the manufacturer’s protocol (File S1). The finished libraries were validated on an Agilent Bioanalyzer 2100 using an Agilent DNA-1000 chip (Agilent, Loveland, CO), at which point they were loaded for cluster generation. The samples were sequenced on an Illumina HiSequation 2000 at the Iowa State Sequencing Center (50-bp single-end). Infected and control samples (n = 100) were randomized across four flow cells (*i.e.*, three or four samples multiplexed per lane) to avoid confounding flow cell/lane effects (Auer and Doerge 2010). The barcode compatibility chart provided with the TruSeq RNA sample preparation kit was adhered to when pooling libraries. Fastq files were produced using the CASAVA 1.8 pipeline.

### mRNAseq analysis

One hundred fastq files were generated containing the sequencing data for each of the 100 mRNAseq libraries. The quality and number of the reads for each sample were then assessed using FASTQC v0.10.0 (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc/). Each sample was then put through a number of quality-control filters. First, reads were filtered using the fastq Illumina filter v0.1 (http://cancan.cshl.edu/labmembers/gordon/fastq_illumina_filter/), which removes reads from the fastq files that were flagged as not passing the Illumina CASAVA pipeline filters. Cutadapt v1.2 (http://code.google.com/p/cutadapt/) was used to trim the adaptors from reads when necessary. The remaining reads were then further filtered using the fastq quality filter package (http://hannonlab.cshl.edu/fastx_toolkit/) v0.0.13.2. When at least 70% of the bases had a Phred score <20, reads were removed. Reads passing all the aforementioned filters were also trimmed at their ends to remove low-quality bases (Phred score <20). Reads that were <20 nt after trimming were discarded. Reads that passed all quality-control steps were then aligned to the bovine genome (UMD3.1 assembly) (Zimin *et al.* 2009) using TopHat v2.0.8 (Trapnell *et al.* 2009), allowing one mismatch. Reads that did not uniquely align to the genome were discarded. HTSeq-count version 0.5.3p3 (http://wwwhuber.embl.de/users/anders/HTSeq/doc/overview.html) using the union model was used to assign uniquely aligned reads to Ensembl (v69) annotated bovine genes.

### Differential gene expression analysis

Data were normalized across libraries using the trimmed mean of M-values (TMM) normalization method (Bullard *et al.* 2010). The R (version 2.15.2) Bioconductor package EdgeR (v2.4.6) (Robinson *et al.* 2010), which uses a negative binomial distribution model to account for both biological and technical variability, was applied to identify statistically significant differentially expressed (DE) genes. Any samples that had less than five million uniquely aligning reads were removed from further analysis. Only genes that had at least one count per million in at least three samples were analyzed for evidence of differential gene expression. The analysis was undertaken using moderated tagwise dispersions. DE genes were defined as having a fold change in gene expression >1.5 and a Benjamini and Hochberg corrected FDR of <0.05 (Benjamini and Hochberg 1995).

### Hierarchical clustering

Hierarchical clustering of milk and blood mRNA normalized read counts were performed in the R (version 2.15.2) *hclust* package. Heatmaps were generated using the R *heatmap* package.

### Gene ontology and pathway analysis

The R (version 2.15.2) Bioconductor package GOseq (version 1.10.0), which corrects for gene length bias (Young *et al.* 2010), was used to identify overrepresented pathways using pathway annotation imported from the Kyoto Encyclopedia of Genes and Genomes (KEGG) (Kanehisa *et al.* 2007) database. KEGG disease pathways were excluded to focus the analysis on primary signaling pathways. Pathways were considered significantly overrepresented with an FDR <0.05. Pathway analysis was undertaken using Ensembl predicted human 1:1 orthologs of the bovine DE genes.

Additionally, we manually generated two pathway annotations that were of interest but not annotated in detail in KEGG: the “inflammasome” and “interferon” pathways. Gene IDs for these pathways were sourced from SA Biosciences (Qiagen) RT^2^ Profiler PCR Array Human Interferon and Receptors (PAHS-064A) and RT^2^ Profiler PCR Array Human Inflammasome (PAHS-097A) annotations. The interferon pathway consisted of 84 genes (Table S1) with expression controlled by or involved in cell signaling mediated by interferon ligands and receptors, whereas the inflammasome pathway consisted of 95 key genes (Table S1) involved in the function of inflammasomes, protein complexes involved in innate immunity, and general NOD-like receptor (NLR) signaling.

### Network analysis methods

To generate molecular interaction networks, the human 1:1 orthologs of bovine genes that were DE during at least one of the four time points in milk-isolated monocytes (MIMs) from *S. uberis*–infected animals were uploaded to InnateDB (www.innatedb.com) (Lynn *et al.* 2008). InnateDB is one of the most comprehensive databases of all human and mouse experimentally supported molecular interactions (>300,000 interactions in July 2013) but also specifically includes annotation on more than 19,000 manually curated human and mouse innate immunity relevant interactions, many of which are not present in any other database (Lynn *et al.* 2010). Networks were visualized using Cytoscape 2.8.2 (Shannon *et al.* 2003).

The network was analyzed using the cytoHubba plugin (Lin *et al.* 2008) for Cytoscape 2.8.2 (Shannon *et al.* 2003) to identify network hubs and bottlenecks using default parameters. The jActiveModules plugin (Ideker *et al.* 2002) in Cytoscape 2.8.2 (Shannon *et al.* 2003) was also used to identify high-scoring DE subnetworks (overlap threshold = 0.3; search depth = 3; number of modules = 5; “regional scoring” and “adjust score for size” were both enabled). The InnateDB pathway analysis tool was used to identify overrepresented pathways among module genes.

### miRNA library generation

One hundred indexed miRNA libraries (50 blood and 50 milk monocyte libraries) were also prepared for cluster generation and sequencing using the TruSeq Small RNA sample preparation kit. These miRNA libraries were prepared from the same samples that the mRNAseq libraries were prepared. Procedures were performed according to the manufacturer’s protocol (File S1). The finished libraries were validated on an Agilent Bioanalyzer 2100 using an Agilent DNA high-sensitivity chip (Agilent), at which point they were loaded for cluster generation. The samples were sequenced on an Illumina HiSequation 2000 (50-bp single-end). Infected and control samples (n =100) were randomized across three flow cells (*i.e.*, seven or eight samples multiplexed per lane) to avoid confounding flow cell/lane effects (Auer and Doerge 2010). Fastq files were produced using the CASAVA 1.8 pipeline. In a few cases, the sequenced miRNA libraries were found to be adaptor-contaminated. These libraries were repurified and resequenced. The list of resequenced samples can be found in Table S2.

### miRNAseq Analysis

Preliminary quality-control analysis of the 100 miRNAseq fastq files was again performed with FASTQC software v0.10.0 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Cutadapt v1.2 (code.google.com/p/cutadapt/) was then used to trim 3′ adaptor sequences. Reads that were shorter than 18 nucleotides after trimming were discarded. Trimmed reads were then further filtered using the fastq quality filter (http://hannonlab.cshl.edu/fastx_toolkit/) v0.0.13.2. Reads with at least 70% of the bases with a Phred score <20 were removed (Cock *et al.* 2010). Finally, reads passing all these filters were also trimmed at their ends to remove low-quality bases (Phred score <20). Reads that successfully passed filtering were aligned to the bovine genome (UMD3.1) using novoalign v2.08.03 in miRNA mode (http://www.novocraft.com) allowing one mismatch. Nonuniquely aligning reads were discarded. HTSeq version 0.5.3p3 (http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html) using the union model was used to assign uniquely aligned reads to miRBase v19 miRNA annotation (Kozomara and Griffiths-Jones 2011). The sequencing data from this publication have been submitted to the NCBI GEO database and assigned the identifier (GSE51858).

### Differential miRNA expression analysis

Before assessing differential expression, miRNAseq count data were first normalized across libraries using either the trimmed mean of M-values (TMM) normalization method (Robinson *et al.* 2010) or the upper-quantile normalization (Bullard *et al.* 2010). Differential expression analysis of miRNAseq data has been shown to be sensitive to the normalization approach implemented (Garmire and Subramaniam 2012). To address this issue, we identified DE miRNAs in two alternatively normalized datasets: TMM-normalized (Robinson *et al.* 2010), upper-quantile normalized, and with no normalization. Only miRNAs that were identified as DE across all three datasets were considered further, *i.e.*, the differential expression of these miRNAs was robust to the normalization procedure (Lawless *et al.* 2013). Any samples that had less than two million uniquely aligning reads were removed from further analysis. The R (version 2.15.2) Bioconductor package EdgeR (v2.4.6) (Robinson *et al.* 2010) was applied to identify statistically significant DE miRNAs. The analysis was undertaken using moderated tagwise dispersions. DE miRNAs were defined as having a Benjamini and Hochberg corrected P value of < 0.05 (Benjamini and Hochberg 1995).

### Coexpression and target analysis of miRNA and mRNA data

To identify mRNAs that were potentially regulated by DE miRNAs in MIMs, we first sought to calculate Pearson correlations using the Apache commons Java statistics library between all DE miRNA expression in reads per million (rpm) and all mRNA expression (TMM normalized read counts) over the time course. A correlation matrix was constructed consisting of 26 (DE miRNAs) × 24,616 (all mRNAs) correlation coefficients. The resulting correlation matrix was then filtered to remove nonsignificant correlations (critical value for Pearson correlation for this matrix is r = −0.3116) and those inverse correlations that were not supported by miRanda-predicted miRNA-target pairs (miRanda v3.3a). The mRNAs predicted to be targeted (*i.e.*, had a significant anticorrelation relationship in the expression of the mRNA and the miRNA, plus a predicted seed target) by either upregulated or downregulated miRNAs were then selected for pathway analysis. Two-dimensional cluster analysis and visualization, using R version 2.15.3 *hclust* and *heatmap.plus* packages, were then applied to the filtered correlation matrix.

### Pathway analysis of predicted miRNA target genes

Target genes of DE miRNAs were submitted to InnateDB (Lynn *et al.* 2008) for pathway analysis. Genes were submitted in two groups, those that were targets of upregulated miRNAs and those that were targets of downregulated miRNAs. Significant pathways were calculated based on hypergeometric analysis; pathways of interest were defined as having a Benjamini and Hochberg corrected P value of < 0.05 (Benjamini and Hochberg 1995).

### Novel miRNA discovery

Using the software package miRDeep2 v0.0.5 (Mackowiak 2011), we examined whether milk/blood monocytes encoded for miRNAs not yet annotated in the bovine genome. We further parsed these data using a number of different parameters to identify those novel miRNAs that have the highest likelihood of being true positives as described previously (Lawless *et al.* 2013). Specifically, we identified those predictions when the mature and star stands were expressed with a minimum of five reads each; when miRDeep2 predicted that the miRNA had >90% probability of being a true positive; when the hairpin structure had a significant Randfold P value; and when the novel miRNA was independently predicted in two or more different miRNAseq samples.

## Results

### Kinetics of *S. uberis* infection *in vivo*

To investigate the host monocyte transcriptional and posttranscriptional responses to a mastitis-causing pathogen *in vivo*, five Holstein Friesian animals were infected via the teat canal with approximately 500 CFU of *Streptococcus uberis* 0140 in 10 ml saline. Five control animals were inoculated with saline only. Blood and milk samples were taken at 0, 12, 24, 36, and 48 hr postinfection (hpi) and CD14^+^ monocytes were isolated by FACS (Figure 1). The infection was monitored using recorded milk bacterial counts (CFU/ml) and somatic cell counts (per ml) at each of the five time points for each animal (control and infected). On average, bacterial counts peaked in the infected animals at 24 hpi, whereas no change was observed in the uninfected controls. There was, however, significant heterogeneity among the CFU data for each infected animal in terms of the magnitude and the timing of the response (Figure 2A and Table S3). One infected animal (TI3, which had the highest CFU/ml data) peaked at 24 hpi, two others (TI1 and TI4) peaked at 36 hpi, and CFU data for one animal were still climbing at 48 hpi (TI5). Additionally, one infected animal was observed to have only a very modest increase in bacterial counts (TI2). Somatic cell count (SCC) data also confirmed the presence of the infection in the challenged animals and not in the controls. SCC was observed to increase at 24 hpi and by 36 hpi was, on average, >900,000 cells/ml in infected animals. In comparison, the average SCC in control animals at 36 hpi was <52,000 cells/ml (Figure 2B and Table S3). An SCC reading >200,000 cells/ml is generally considered diagnostic of mastitis (Dufour and Dohoo 2013). Again, there was heterogeneity in the SCC response in the infected animals. Interestingly, the infected animal that was observed to have only a modest increase in CFU/ml (TI2) had a relatively robust SCC response.

**Figure 1:**
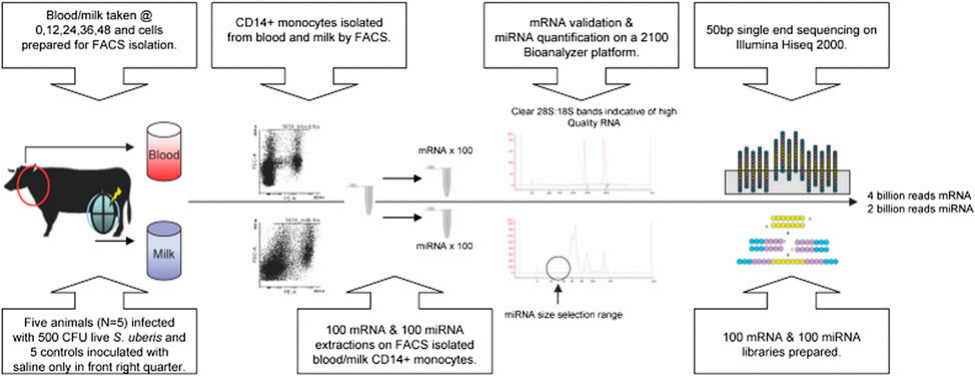
Overview of the experimental design. Five Holstein Friesian animals were infected via the teat canal of the right front quarter with approximately 500 CFU of a mastitis-causing pathogen, *Streptococcus uberis* 0140, in 10 ml saline. Five control animals were inoculated with saline only. Milk and blood samples were obtained from each animal at 0, 12, 24, 36, and 48 hr after infection (or mock infection). Milk-derived and blood-derived CD14^+^ monocytes were isolated by fluorescence-activated cell sorting (FACS) from each sample. mRNA and miRNA were extracted and 200 Illumina-compatible libraries were prepared for sequencing on a Hiseq 2000 machine. More than four billion mRNA reads and more than two billion miRNA reads were sequenced in total.

**Figure 2:**
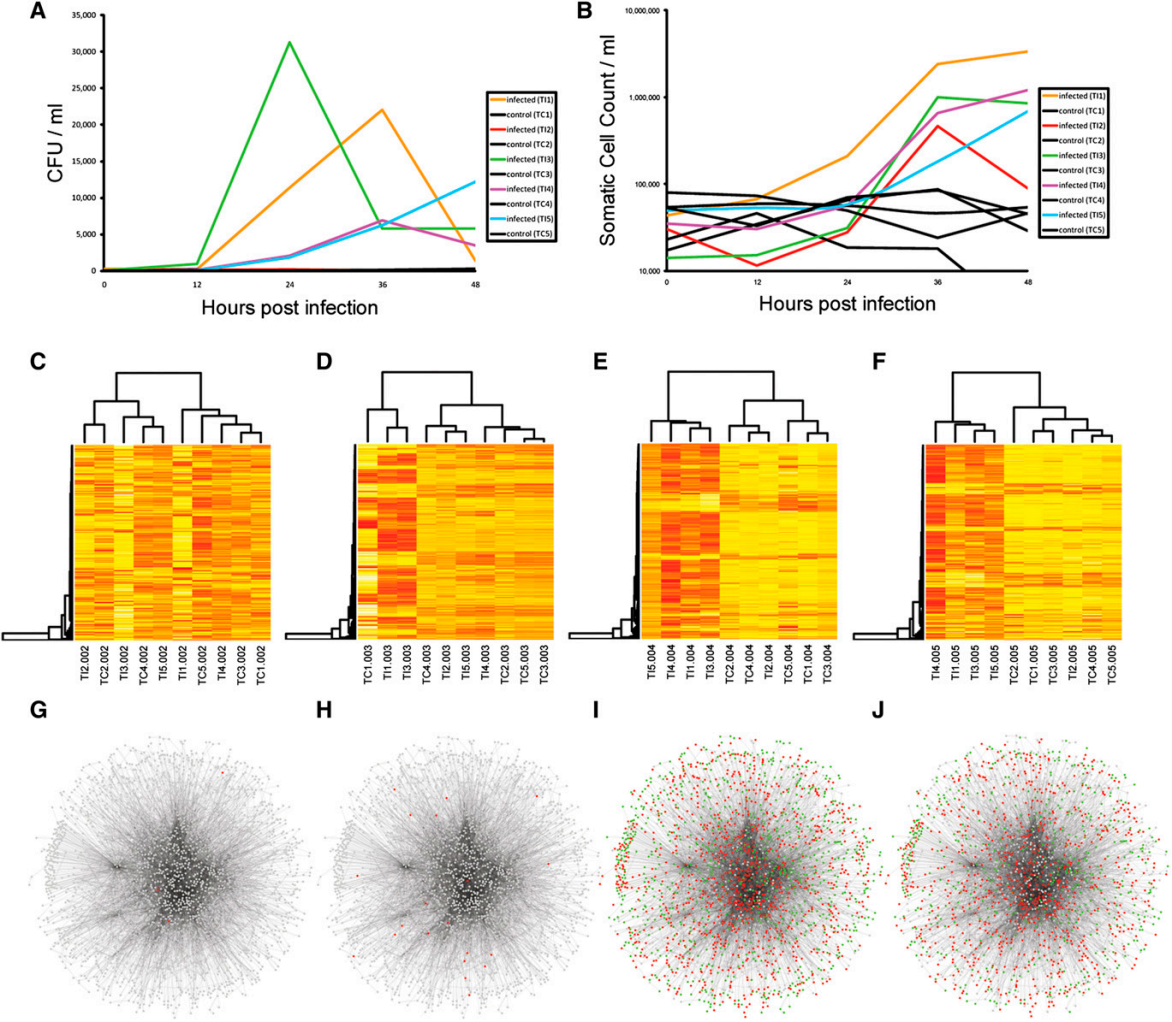
The response to infection. (A) The infection was monitored using recorded milk bacterial counts (CFU/ml) and (B) somatic cell counts (per ml) at each of the five time points (0, 12, 24, 36, and 48 hpi) for each animal (control and infected). Significant heterogeneity was observed in the CFU data among the infected animals. One infected animal (TI2) was observed to have only a very modest increase in bacterial counts. (C–F) Hierarchical clustering of the top 500 most variable probes (**more red the colour the more highly expressed the gene is**) in milk-isolated monocytes (MIMs) at 12, 24, 36, and 48 hpi, respectively, revealed that infected animals separated from control animals in their gene expression response at 36 and 48 hpi except for animal TI2. (G–J) InnateDB network analysis of genes that were differentially expressed at 12, 24, 36, and 48 hpi, respectively (**red** = **upregulated: green** **=** **downregulated**). The networks were visualized in Cytoscape analysis of genes that were differentially expressed at 12, 24, 36, and 48 hpi, respectively. The networks were visualized in Cytoscape.

### Profiling mRNA expression in blood-isolated and milk-isolated CD14^+^ monocytes

NGS approach was applied to monitor the transcriptional (mRNAseq) and posttranscriptional (miRNAseq) changes that occurred in blood-isolated and milk-isolated CD14^+^ monocytes in the infected and control animals (Figure 1). Sequencing of 100 mRNA Illumina libraries (*i.e.*, 50 blood and 50 milk monocyte mRNA libraries) yielded more than four billion sequence reads. More than three billion reads of these mapped uniquely to the *Bos taurus* UMD 3.1 genome (Table S2). The average correlation coefficient of mRNA normalized read counts between samples at each time point was 0.95 for control samples and 0.92 for infected samples, indicating very high reproducibility of the data among replicates (Table S4).

Hierarchical clustering of normalized mRNA read counts from MIMs revealed that the control and infected animals clearly separated at 36 and 48 hpi, except for the one infected sample (TI2) that had very low bacterial counts and likely did not develop a full infection (Figure 2, C–F). This sample was subsequently excluded from differential gene expression analysis. Hierarchical clustering of the normalized mRNA read counts of genes that were DE in blood-isolated monocytes (BIMs) revealed that only three of the infected animals (TI1, TI3, and TI4) separated from uninfected controls at 36 and 48 hpi (Figure S1). These animals also had the highest SCC data at these time points.

We utilized the EdgeR statistical package (Robinson *et al.* 2010) to determine which mRNAs were significantly DE in MIMs and BIMs in response to *S. uberis*. In MIMs, there were 4, 36, 1774, and 1532 upregulated genes at 12, 24, 36, and 48 hpi, respectively. The majority (1254) of genes upregulated at 48 hpi were also upregulated at 36 hpi. Additionally, there were 5, 2, 1518, and 995 downregulated genes in MIMs at those time points. Of the 995 downregulated genes at 48 hpi, 80% were also downregulated at 36 hpi. Overall, 2056 different genes were upregulated and 1721 different genes were downregulated for at least one time point in MIMs in response to *S. uberis* infection (Table S5).

Traditionally, mastitis has been thought of as a local bacterial infection with a robust inflammatory response. In BIMs, however, we observed a much more subtle but still quite significant response to *S. uberis* infection. Only 10 genes were upregulated in BIMs at 36 hpi, but this increased to 83 genes by 48 hpi (Table S5). Nine of the 10 36 hpi genes were also upregulated at 48 hpi. Additionally, 3, 4, 26, and 39 genes were downregulated in BIMs at 12, 24, 36, and 48 hpi, respectively.

### Pathway analysis reveals the suppression of metabolic pathways and the upregulation of inflammatory pathways in response to *S. uberis* infection

Pathway analysis of upregulated and downregulated genes at each time point was undertaken using GOseq (Young *et al.* 2010) with pathway annotation imported from the KEGG database (Kanehisa *et al.* 2007) to identify which pathways were statistically overrepresented among DE genes in MIMs and BIMs. Two manually curated pathways (interferon signaling pathway and the inflammasome pathway) were also included (see *Materials and Methods*). No significant pathways were identified among either the BIM or the MIM DE genes at 12 or 24 hpi. At 36 and 48 hpi, however, more than 20 different pathways were identified as being statistically overrepresented (Figure 3 and Table S6). In MIMs, downregulated genes were predominantly associated with metabolic pathways (Figure S2), such as fatty acid and amino acid metabolism, the citric acid (TCA) cycle and glutathione metabolism, as well as DNA replication and repair pathways and the cell cycle. Downregulated pathways were largely similar between 36 hpi and 48 hpi, although fewer pathways were significant at 48 hpi. Upregulated genes, however, were primarily associated with well-known pattern recognition receptor pathways (Figure 4), including the Toll-like receptor pathway [*e.g.*, TLR2, TLR4, CD14, MYD88, TIRAP, and IL-1 receptor-associated kinase 1 (IRAK1) all upregulated], the NOD-like receptor pathway [*e.g.*, NOD1, NOD2, NLRP3 (NALP3), NLRC4 (IPAF), NAIP (NAIP5) upregulated], and the RIG-I-like receptor pathway [*e.g.*, DDX58 (RIG-I), IFIH1 (MDA5), CYLD, DHX58 (LGP2), DDX3X, TRIM25], and interferon signaling and cytokine and chemokine signaling pathways. Upregulated inflammatory cytokine and chemokine genes included the genes encoding TNF, IL-1A, IL-1B, IL-6, IL-8, IL-12A and IL-12B, IL-17B and IL-17C, IL-18, IL-23A, IL-27, CCL3 (MIP1α), CCL4 (MIP1β), CCL5 (RANTES), CCL8 (MCP-2), and CCL20 (MIP3A). The genes encoding TNF, IL-1B, IL-6, IL-12, and CCL20 were more than 10-fold upregulated at 36 hpi. All upregulated pathways that were significant at 36 hpi were still significant at 48 hpi, with five additional upregulated pathways being significant only at 48 hpi. These pathways were primarily related to leukocyte migration and phagocytosis.

**Figure 3:**
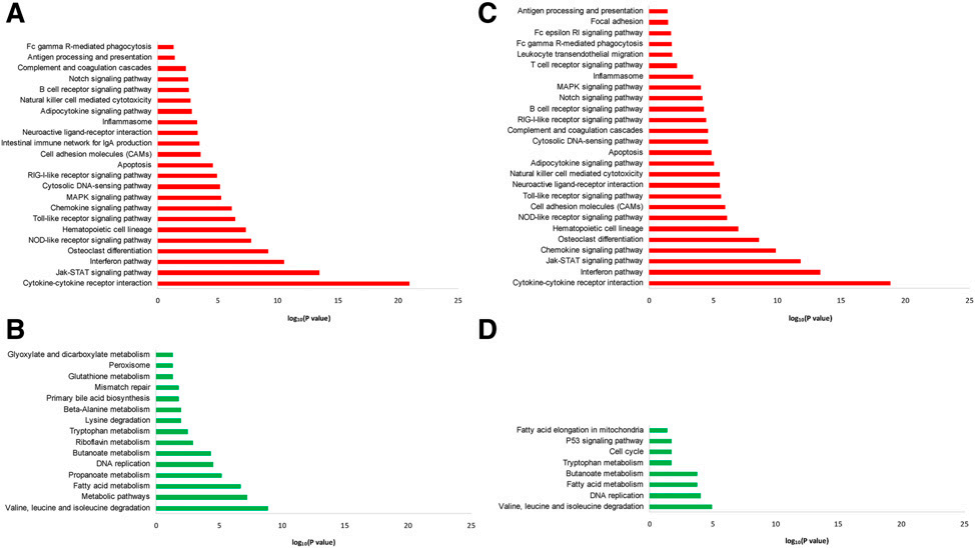
Pathways that were statistically overrepresented among genes. (A) Upregulated at 36 hpi, (B) upregulated at 48 hpi, (C) downregulated at 36 hpi, and (D) downregulated at 48 hpi in MIMs isolated from *S. uberis*–infected animals. Upregulated genes were significantly enriched for roles in inflammatory and other innate immune pathways, whereas downregulated genes were significantly associated with metabolic pathways.

**Figure 4:**
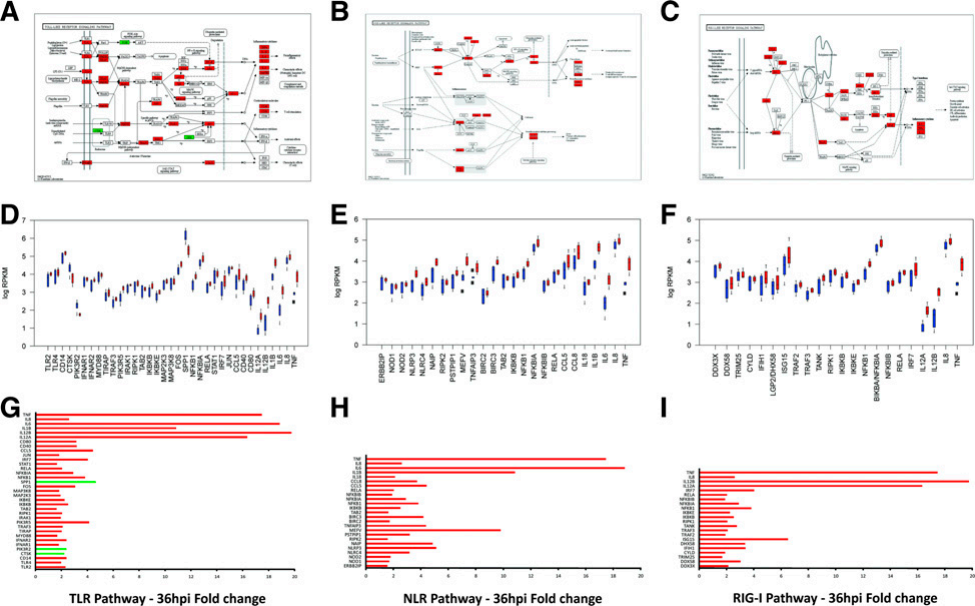
Differential gene expression in key innate immune pathways in MIMs from *S. uberis*–infected animals. (A–C) Differentially expressed (DE) genes highlighted on KEGG Toll-like receptor (TLR), NOD-like receptor (NLR), and RIG-I signaling pathway diagrams (red = upregulated; green = downregulated). (D–F) RPKM values for each of the DE genes in the TLR, NLR, and RIG-I pathways, respectively (red = infected; blue = control). (C) Fold change values for each of the DE genes in the TLR, NLR, and RIG-I pathways, respectively (red = upregulated; green = downregulated).

In BIMs, only two pathways were statistically overrepresented among 48 hpi upregulated genes, interferon signaling and cytokine–cytokine receptor interaction (Table S6). No pathways were significant at the other time points. Among downregulated genes, there were also few overrepresented pathways. Those pathways that were significant were primarily related to the complement and focal adhesion pathways.

### Network analysis of differentially expressed genes

InnateDB was used to generate a network of experimentally supported molecular interactions that have been annotated to occur directly between the DE genes and their encoded products. Gene expression data from each of the four postinfection time points were then overlaid on this network and the network was visualized using Cytoscape 2.8.2 (Shannon *et al.* 2003) (Figure 2, G J). The network consisted of 2185 nodes (representing DE genes and their encoded products) and 10,786 edges (representing annotated molecular interactions) between them.

The network was then analyzed using cytoHubba (Lin *et al.* 2008) to identify network hubs and bottlenecks that may represent the key regulatory nodes in the networks. Using the “Degree” algorithm, the top 20 hubs (*i.e.*, genes/proteins that are highly connected to other DE genes) in each network were identified (Table S7). InnateDB Gene Ontology analysis revealed that the top 20 hubs were highly enriched for roles in innate immunity (FDR <1.7e^−8^) and transcriptional regulation (FDR <1.5e^−7^). Many of the top 20 hubs were well-known transcriptional regulators of innate immunity, including JUN, NFKB1, RELA, STAT1, STAT3, EP300, and CREBBP. These transcriptional regulators were located in the most densely connected portion of the network and share many connections (Figure 5A). One interpretation of this is that transcriptional regulation by several of these transcription factors is required for differential gene expression in response to the infection.

**Figure 5:**
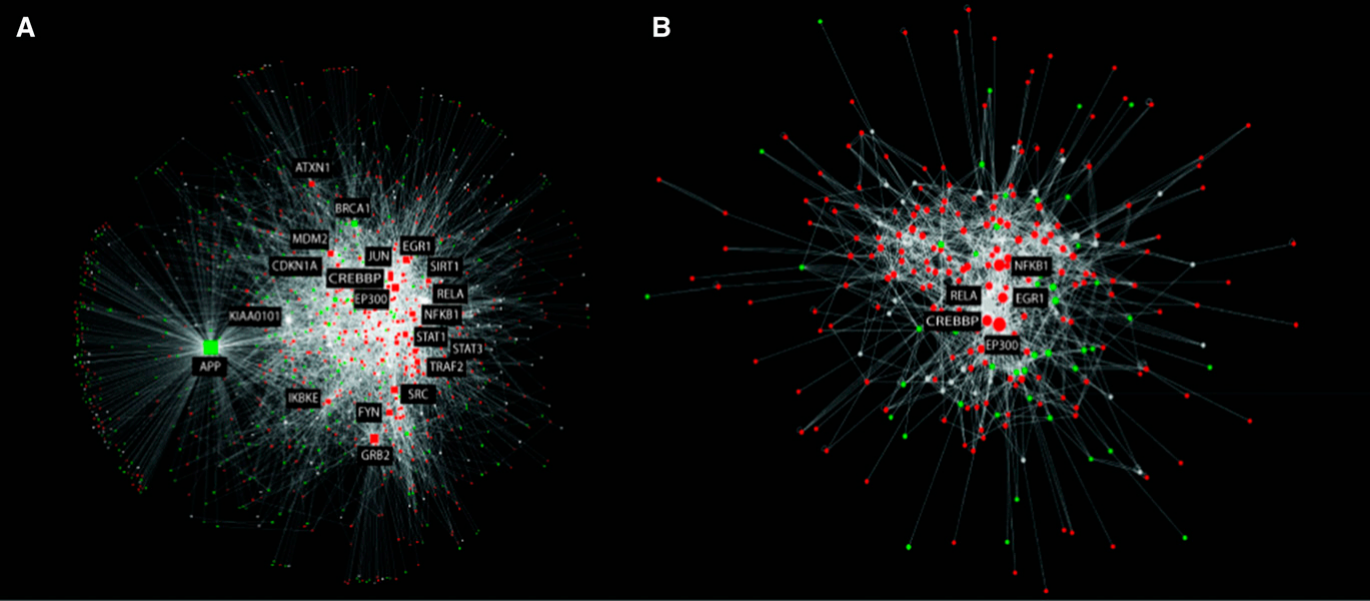
Network analysis of differentially expressed (DE) genes. InnateDB was used to generate a network of experimentally supported molecular interactions that have been annotated to occur directly between the DE genes and their encoded products. (A) The top 20 CytoHubba-predicted network hubs and their interactors. Overlain on the network is gene expression data from MIMs at 36 hpi (red = upregulated; green = downregulated). The top 20 hubs were highly enriched for roles in innate immunity. (B) The high-scoring DE subnetwork identified in the larger network using jActiveModules. This module was highly enriched for several innate immune relevant pathways.

Bottlenecks are network nodes that are the key connector proteins in a network and have many “shortest paths” going through them, similar to bridges or tunnels on a highway map (Yu *et al.* 2007). Seventeen of the top 20 hubs were also identified as network bottlenecks. Beta-actin, the transcriptional regulator, FOS (AP1), and ISG15 were additionally identified in the top 20 bottlenecks. ISG15 has been shown to act as a negative regulator of both the NF-κB and RIG-I signaling pathways (Arnaud *et al.* 2011; Minakawa *et al.* 2008).

Identifying hubs solely based on their degree can identify nodes that, in general, have been annotated to have many interactions. This fails to address whether the number of connections in a particular network of interest is more or less than is expected (given the number of known interactions for that node in the database and the size of the network). To address this issue, we have developed the Contextual Hub Analysis Tool (CHAT) (H., L. Wiencko, K., Bryan, A., Noyelle-Depierre & D., J. Lynn., unpublished results ), a network analysis tool that identifies nodes in a network that are more highly connected to contextually relevant nodes (in this case DE nodes) than is expected by chance (Table S8). Applying this method to our network identified that several of the hub nodes (*e.g.*, KIAA0101) did not have more connections to DE genes than expected by chance. This means that these genes, although highly connected, are less likely to be functionally important in our network. However, all of the transcriptional regulators of innate immunity that were identified as hubs in the analysis above (JUN, NFKB1, RELA, STAT1, STAT3, EP300, CREBBP), were also identified by CHAT to be significantly more connected to 36 hpi DE genes than expected by chance. CHAT also identified several other known innate immunity transcriptional regulators in the top 20 "contextual’ hubs, including REL, IRF1, and IRF9. Fifteen of the top 20 contextual hubs are annotated by InnateDB as having a role in innate immunity (FDR <1.16E^−12^). Although the ranking of the top contextual hubs changed from 36 to 48 hpi, the most significant hubs remained the same.

The network was also analyzed using the jActiveModules plugin (Ideker *et al.* 2002) in Cytoscape 2.8.2 (Shannon *et al.* 2003) to identify high-scoring DE subnetworks. This type of analysis can aid in the identification of functionally relevant groups of DE genes that may be acting in concert. A single highly connected component (>10 nodes) was identified consisting of 278 nodes and 1585 interactions. This module consisted of several of the transcriptional hubs (CREBBP, EGR1, EP300, NFKB1, RELA) identified in the analysis above and their interactors (Figure 5B). Pathway analysis of genes in the module revealed that the module was statistically enriched for many of the same pathways that were identified in the analysis of all upregulated genes including Jak-STAT signaling, the TLR, NLR, and RIG-I pathways, apoptosis, and chemokine and cytokine signaling (Table S9).

### Profiling miRNA expression in blood-isolated and milk-isolated CD14^+^ monocytes

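The data are counts of miRNA reads in CD14+ monocytes that were sorted by flow cytometry from the milk (MIMs) and from the blood (BIMs) of the same Holstein Friesian animals. The 5 infected animals (TI1 to TI5) received approximately 500 CFU of *S. uberis* 0140, a mastitis-causing pathogen, through the teat canal, and the 5 control animals (TC1 to TC5) received saline only. The volume of saline was 10 ml by the paper and 1 mL by the sample labels. Milk and blood cells were taken before infection (0 hpi) and then every 12 hr until 48 hpi, so that each library stands for 1 animal, cell type, and time point. The authors trimmed the reads, removed those under 18 nt or of low quality, and aligned the rest to the bovine genome with at most 1 mismatch. Reads with more than 1 alignment were discarded, and the others were counted on the bovine miRNAs of miRBase. The deposited values are these counts without normalization for 751 miRNAs, of which 537 had a count in MIMs and 542 in BIMs. Table S2 lists a second sequencing run for 11 MIM libraries and 2 BIM libraries, each of which has 1 column of counts. The 10 samples of TI2 were not analysed here, which left 25 control and 20 infected libraries of each cell type. As in the paper, libraries with fewer than 2000000 uniquely aligned reads by Table S2 were removed from the comparisons. These were 8 MIM libraries and 0 BIM libraries, so that 22 control and 15 infected MIM libraries remained. The removal is in doubt for 1 of them, the MIM library of TI1 at 48 hpi, which was resequenced. It holds 3167401 counts against 1976212 reads in Table S2. Table S3 gives 7 animal tag numbers for the 10 animals, with 1 number shared by TC1, TC4, and TI5 and 1 by TC3 and TC5, so that whether these are different animals is open. In MIMs, the control and infected animals numbered 4 and 3 at 0 hpi, 5 and 2 at 12 hpi, 3 and 3 at 24 hpi, 5 and 4 at 36 hpi, and 5 and 3 at 48 hpi. In BIMs, 5 control and 4 infected animals were compared at every time point. Total counts per library lay between 1338110 and 15780733 in control MIMs (median 4444581) and between 1682844 and 11196206 in infected MIMs (median 4461608). In BIMs they lay between 1607112 and 19160114 in control animals (median 6272142) and between 2461140 and 15517746 in infected animals (median 6368856.5). Infected and control libraries of the same cell type and time point were compared with the quasi-likelihood test of edgeR, and p was adjusted by the Benjamini-Hochberg method over the miRNAs with a mean above 10 rpm. Following the paper, a miRNA was called DE where its adjusted p was below 0.05 under each of 3 normalizations, which were TMM, upper-quartile, and none. The log2 fold changes (infected over control), their SE, and the adjusted p given are those under TMM, and normalized counts are TMM-normalized rpm with the SD over animals. The SE is approximate. It was taken as the size of the log2 fold change over the square root of the F statistic of the quasi-likelihood test.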

Sequencing of 100 miRNA Illumina libraries yielded more than one billion reads for both the MIM and BIM samples. Following a pipeline of quality filtering and adaptor trimming, a total of 312 and 492 million reads from MIMs and BIMs, respectively, mapped uniquely to the *Bos taurus* UMD 3.1 genome (Table S2). Uniquely aligning reads were then assigned to known mRNAs/miRNAs using HTseq based on miRBase v19 annotation of the bovine genome to generate read counts per mature miRNA in each sample (Flicek *et al.* 2012; Hubbard *et al.* 2009). On average, 79% of MIM reads and 80% of BIM reads uniquely mapped to known miRNAs (Figure S3).

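The counts of each library were divided by the uniquely aligned reads that Table S2 lists for the same library. The share averaged 76.2% ± 22.2 (SD, n = 45 libraries, range 38.3% to 160.3%) in MIMs and 74.5% ± 8.97 (SD, n = 45, range 46.04% to 92.9%) in BIMs, a difference smaller than the spread between libraries. In 4 MIM libraries and in 0 BIM libraries, the counts exceeded the reads that Table S2 lists, and the share was above 100%. All 4 were among the 11 resequenced MIM libraries, and the other resequenced libraries stayed below 100%. The listed reads are those of the entry not marked as a repeat run. Whether this accounts for the shares above 100% was not tested. The mean for MIMs moved most, to 70.7% ± 11.3 (SD), when only the 37 libraries that met the minimum of uniquely aligned reads were kept. Summed over libraries, the counts came to 72.7% of the listed reads in MIMs and 73.8% in BIMs.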

RNAseq profiling revealed that the miRNAome of MIMs and BIMs were broadly similar and exhibited a range of miRNA expression that has been observed in many other cell types; 297 and 282 miRNAs were expressed at a threshold of >1 rpm in MIMs and BIMs, respectively (Table S10). Of these, 136 and 116, respectively, were expressed at a level >100 rpm, a level of expression that has been shown to be associated with functional miRNAs (Mullokandov *et al.* 2012).

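Averaged over the 25 control libraries of each cell type, TMM-normalized counts exceeded 1 rpm for 299 miRNAs in MIMs and 285 in BIMs, and 276 miRNAs exceeded it in both. All 297 and 282 miRNAs that the paper lists in Table S10 for MIMs and BIMs were among them. These numbers moved most when the median over libraries replaced the mean, to 280 in MIMs and 261 in BIMs. With the libraries of each animal number left out in turn, they ranged from 296 to 302 in MIMs and from 268 to 286 in BIMs, where the lowest number was reached without the libraries of TC1. The mean levels of the 467 miRNAs counted in control libraries at 0 hpi (4 MIM and 5 BIM libraries) correlated between the cell types across miRNAs, with a Pearson's r of 0.961 and a Spearman's rho of 0.892 on the log2 scale. miRNAs are not independent replicates, and over the 206 miRNAs above 10 rpm in either cell type Pearson's r was 0.900.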

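Above 100 rpm were 133 miRNAs in the control libraries of MIMs and 114 in those of BIMs, and 111 of them were shared. The 10 most abundant miRNAs held 75.9% of the counts in the 22 control MIM libraries that met the minimum of reads and 74.6% in the 25 control BIM libraries. The most abundant was bta-miR-21-5p, with 35.1% ± 5.24 (SD, n = 22 libraries) of the counts in MIMs and 30.5% ± 4.49 (SD, n = 25) in BIMs. It was followed by the reads assigned jointly to bta-miR-22-3p and bta-miR-3600, with 16.4% ± 2.94 in MIMs and 13.3% ± 2.36 in BIMs. The next places were held by bta-miR-191, with 5.77% ± 3.27 in MIMs and 7.72% ± 1.91 in BIMs, and by bta-miR-142-5p, with 5.73% ± 1.87 and 9.44% ± 2.52. These differences between the cell types were not tested.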

### Multiple miRNAs are differentially expressed in response to *S. uberis* infection

The EdgeR statistical package was utilized to determine which miRNAs were significantly DE in response to *S. uberis* infection at 12, 24, 36, and 48 hpi. To address any normalization issues, we retained only those miRNAs that were robust to the normalization procedure used (Lawless *et al.* 2013). Additionally, only miRNAs that had an average expression of >10 rpm across samples were included for further analysis. In MIMs, we identified that 26 unique miRNAs were DE. Twelve of these miRNAs were DE across more than one time point (Table 1). 

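In MIMs, the quasi-likelihood test of edgeR called 0, 0, 1, and 0 miRNAs DE at 12, 24, 36, and 48 hpi, with 6, 6, 58, and 32 at an unadjusted p under 0.05. Of the miRNAs counted, 202 had a mean above 10 rpm and were tested at 36 hpi. DESeq2, whose calls rest on its own normalization alone, called 0, 0, 42, and 20. edgeR's exact test, under the 3 normalizations, called 0, 0, 17, and 5. With the replicate block, which pairs control and infected animals of the same week, the quasi-likelihood test called 3 at 36 hpi and 7 at 48 hpi. DESeq2 moved the total most, from 1 to 51 unique miRNAs. Before infection, at 0 hpi, edgeR's quasi-likelihood test called 0 of 209 miRNAs, with 20 at an unadjusted p under 0.05, while DESeq2 called 2 (bta-miR-200a and bta-miR-200b, both higher in the infected group) and the exact test 0. The miRNA called at 36 hpi was bta-miR-210. All 23 miRNAs that Table 1 lists at 36 hpi were tested, and each changed in the direction listed there, 14 of them down and 9 up. Their log2 fold changes reached from −3.16 (SE 0.96) for bta-miR-34a to 5.93 (SE 1.41) for bta-miR-451. Their adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay between 0.00208 for bta-miR-210 and 0.153 for bta-miR-182, and the second smallest was 0.0609. bta-miR-338 rose from 169 ± 26.2 (SD, n = 5) to 399.6 ± 132 (SD, n = 4) normalized counts, and bta-miR-375 fell from 311 ± 165 (SD, n = 5) to 68.7 ± 39.2 (SD, n = 4). For both, every infected animal lay outside the range of the controls. TC4 was far above the other controls in bta-miR-182, bta-miR-200a, and bta-miR-200b, whose log2 fold changes of −2.58, −2.19, and −2.61 were −1.04, −1.04, and −1.005 without it. bta-miR-423-5p had 23931 normalized counts in TC2 and at most 8208 in the other controls, and its log2 fold change of 1.80 was 2.70 without TC2. The number called at 36 hpi was 0 without TI3, 6 without TI1, 3 without TI4, 2 without TI5, and 3 without TC2. It was also 0 without the resequenced libraries, which at 36 hpi were those of TI3 and TI5. At 12 hpi, 1 miRNA was called without TI5, which left 1 infected library, and this was bta-let-7d, named after its value was seen.

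**Figure D1:**
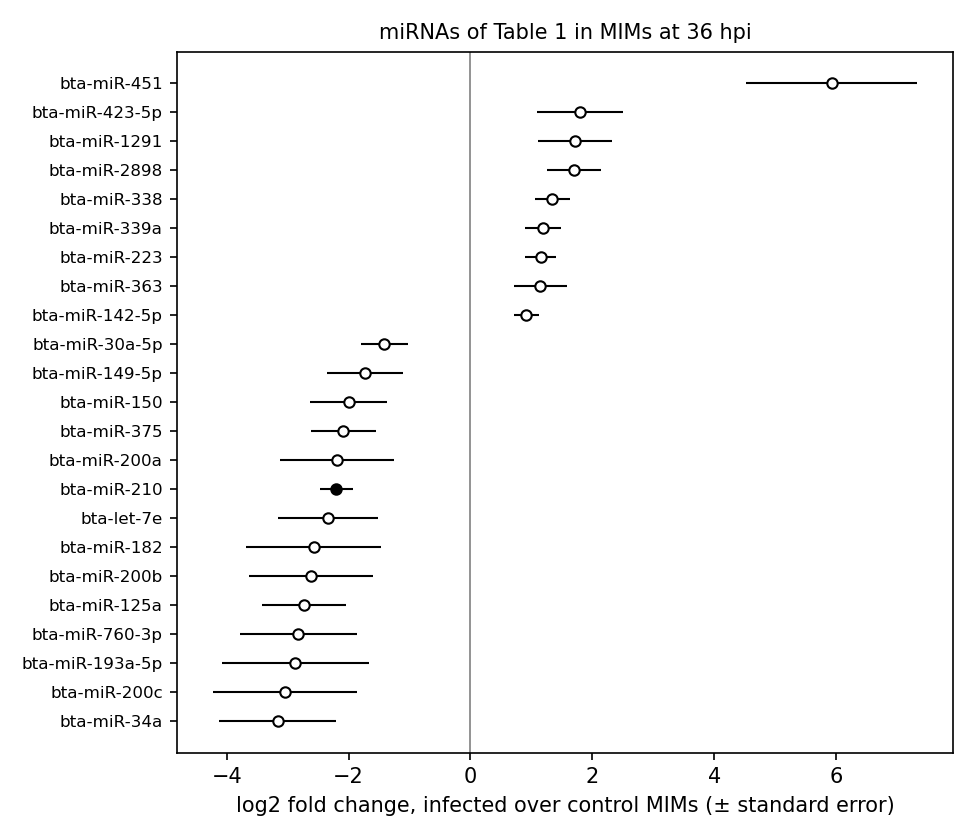
Log2 fold change of infected over control MIMs at 36 hpi (x axis), with its approximate SE from the F statistic, for the 23 miRNAs that Table 1 lists there (y axis). The filled point is bta-miR-210 (−2.20), the only one called, and the open points are the others, from bta-miR-34a (−3.16) to bta-miR-451 (5.93).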

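At more than 1 time point, 0 miRNAs were called in MIMs by edgeR's quasi-likelihood test, against 11 by DESeq2 and 5 by the exact test, and 23 had an unadjusted p under 0.05 at more than 1 time point. With TI1 added back at 12 and 48 hpi, a setting chosen after the data were seen, the exact test called 0 at more than 1 time point. Table 1 lists 12 miRNAs at 48 hpi, of which 11 had a mean above 10 rpm and 10 changed in the listed direction. bta-miR-338 rose from 195 ± 56.0 (SD, n = 5) to 550.1 ± 5.02 (SD, n = 3) normalized counts, a log2 fold change of 1.54 (SE 0.31, adjusted p = 0.0694 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called by DESeq2, by edgeR's exact test, with upper-quartile normalization alone, with FDR below 0.10, with the filter after the fit, with the replicate block, with all time points in 1 fit, with 1 library per animal tag, and without TC1. bta-miR-375, bta-miR-200b, bta-miR-125a, and bta-miR-99b fell by 2.04, 1.90, 1.40, and 1.39 on the log2 scale, with adjusted p between 0.171 and 0.285 from edgeR. Of these, DESeq2 called bta-miR-375 (adjusted p = 0.0160) and bta-miR-125a (adjusted p = 0.0440). TC4 had 868 normalized counts of bta-miR-200b and the other controls between 30.1 and 239, 0 of 3 infected animals lay below every control, and the log2 fold change was −0.98 without TC4. Without TI3, the log2 fold changes of bta-miR-375 and bta-miR-99b were −2.88 and −2.06. bta-miR-486 was the exception in direction, with 353 ± 373 (SD, n = 5) normalized counts in control and 71.0 ± 46.9 (SD, n = 3) in infected MIMs, a log2 fold change of −2.34 (SE 1.07, adjusted p = 0.285 from edgeR). The libraries of TC1 and TC2 at 48 hpi were resequenced, and without them the log2 fold change of bta-miR-486 was 0.11. Without TC1 alone, 10 miRNAs were called at 48 hpi, 4 of which Table 1 lists there. That library correlated across miRNAs at 0.983 with the mean profile of the BIMs of the other control animals and at 0.974 with that of their MIMs.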

Hierarchical clustering of the normalized read counts for MIM DE miRNAs revealed that the control and infected animals clearly separated at 36 hpi (Figure 6). 

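The 9 MIM libraries at 36 hpi were clustered on the log2 of their normalized rpm + 1 with Euclidean distance and complete linkage. With the 23 miRNAs that Table 1 lists at 36 hpi, which were chosen on the difference between these libraries, the first division parted the 5 control from the 4 infected libraries. The same division was found with all 202 miRNAs tested at that time. Over all tested miRNAs, the mean distance between groups exceeded the mean distance within groups by 4.33 (exact one-sided permutation test, p = 0.00794, the smallest p that the splits of these libraries allow). With each library left out in turn, this difference stayed between 3.22 and 6.06, the lowest without TC1 and the highest without TI5. It was 4.36 without normalization, and with 1 minus Pearson's correlation as the distance it was 0.0309, with the same exact p. These permutations did not keep the pairs of control and infected animals of the same week. Only 16 splits part all 4 pairs, too few to exclude chance once the weeks are kept. The paper takes the miRNAs called by edgeR under every normalization, clusters their normalized read counts at 36 hpi, and states from this clustering that control and infected animals separated (Figure 6).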

Very few miRNAs were DE in blood monocytes. We found three in total, one at 24 hpi and three at 48 hpi (one was DE at both time points) (Table 1).

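In BIMs, the miRNAs tested numbered 186 at 12 hpi, 197 at 24 hpi, 192 at 36 hpi, and 188 at 48 hpi. edgeR's quasi-likelihood test called 0 at each of these time points, with 1, 22, 1, and 5 miRNAs at an unadjusted p under 0.05, and DESeq2 and edgeR's exact test called 0 as well. The count moved with the replicate block that pairs control and infected animals of the same week, to 1 call at 24 hpi (bta-miR-182, log2 fold change −3.73, adjusted p = 0.0355 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This comparison includes the BIM library of TC1 at 24 hpi, whose profile is nearer to milk and which holds 416 rpm of bta-miR-182 against a mean of 43.4 rpm in the BIMs of the other control animals. bta-miR-451 at 48 hpi had 23.2 ± 14.02 (SD, n = 5) normalized counts in control and 161 ± 279 (SD, n = 4) in infected BIMs, a log2 fold change of 2.80 (SE 1.08, adjusted p = 0.996 from edgeR). TI5 had 579.5 of these counts and the other infected animals between 12.3 and 36.7, and without TI5 the log2 fold change was −0.11. bta-miR-411a, which Table 1 lists at 48 hpi, had a mean of 1.45 rpm there and was not tested. Its normalized counts were 1.90 ± 1.20 (SD, n = 5, 84 reads in all) in control and 0.801 ± 1.60 (SD, n = 4, 20 reads, all in TI1) in infected BIMs. Whether the effect of infection differed between the cell types was tested with the product of cell type and infection in a joint fit. A call in this test rested on TMM alone and not on the 3 normalizations. At 36 hpi, edgeR's quasi-likelihood test called 1 of 209 miRNAs (bta-miR-210), with 21 at an unadjusted p under 0.05 and 3 by DESeq2 (bta-miR-210, bta-miR-30a-5p, and bta-miR-375). At 48 hpi edgeR's test called 0, with 26 at an unadjusted p under 0.05 and 6 by DESeq2. A block for each animal pairs its milk and blood libraries, and not the animals of the same week. With this block, edgeR's test called 1 at 48 hpi (bta-miR-223, difference of 1.72 on the log2 scale, adjusted p = 0.00521). Without the animals numbered 1, the calls were 0 at 36 hpi and 11 at 48 hpi, and without those numbered 3 there was 1 call at 48 hpi (bta-miR-375).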

**Table 1:** Fold changes and false discovery rates of DE miRNAs at 12, 24, 36, and 48 hr postinfection in milk-isolated and blood-isolated monocytes

Tissue	Hours After Infection (hpi)	miR Name	Fold Change	False Discovery Rate
MIMs	12	bta-miR-615	16.53	0.002591533
MIMs	12	bta-miR-451	32.73	0.022589776
MIMs	12	bta-miR-486	1.77	0.051194817
MIMs	36	bta-miR-34a	−8.07	0.003853138
MIMs	36	bta-miR-200c	−7.12	0.021524752
MIMs	36	bta-miR-200b	−6.59	0.022403054
MIMs	36	bta-miR-182	−6.43	0.034621112
MIMs	36	bta-miR-125a	−5.86	0.000854468
MIMs	36	bta-miR-200a	−4.90	0.061309129
MIMs	36	bta-let-7e	−4.51	0.046884171
MIMs	36	bta-miR-760-3p	−4.38	0.030789676
MIMs	36	bta-miR-193a-5p	−4.13	0.099288316
MIMs	36	bta-miR-150	−4.05	0.014886528
MIMs	36	bta-miR-210	−4.03	0.000399613
MIMs	36	bta-miR-375	−3.88	0.021524752
MIMs	36	bta-miR-149-5p	−2.77	0.099288316
MIMs	36	bta-miR-30a-5p	−2.48	0.046884171
MIMs	36	bta-miR-142-5p	2.21	0.033031656
MIMs	36	bta-miR-363	2.23	0.049537718
MIMs	36	bta-miR-223	2.44	0.011440656
MIMs	36	bta-miR-338	2.51	0.017723606
MIMs	36	bta-miR-339a	2.82	0.01613752
MIMs	36	bta-miR-2898	2.98	0.003853138
MIMs	36	bta-miR-1291	3.07	0.033031656
MIMs	36	bta-miR-423-5p	5.73	0.014512876
MIMs	36	bta-miR-451	47.12	6.28E−07
MIMs	48	bta-let-7e	−6.92	0.055709133
MIMs	48	bta-miR-200b	−6.06	0.055709133
MIMs	48	bta-miR-34a	−5.37	0.014991858
MIMs	48	bta-miR-149-5p	−4.01	0.055709133
MIMs	48	bta-miR-375	−3.76	0.006976206
MIMs	48	bta-miR-210	−3.39	0.072510577
MIMs	48	bta-miR-125a	−3.29	0.087523866
MIMs	48	bta-miR-150	−3.18	0.033651802
MIMs	48	bta-miR-99b	−2.9	0.055709133
MIMs	48	bta-miR-338	2.81	0.055709133
MIMs	48	bta-miR-486	12.79	0.006655283
MIMs	48	bta-miR-451	48	1.79E−05
BIMs	24	bta-miR-146b	−23.26	0.023903261
BIMs	48	bta-miR-451	9.74	0.067032312
BIMs	48	bta-miR-146b	−3.52	0.067032312
BIMs	48	bta-miR-411a	−22.44	0.067032312

**Figure 6:**
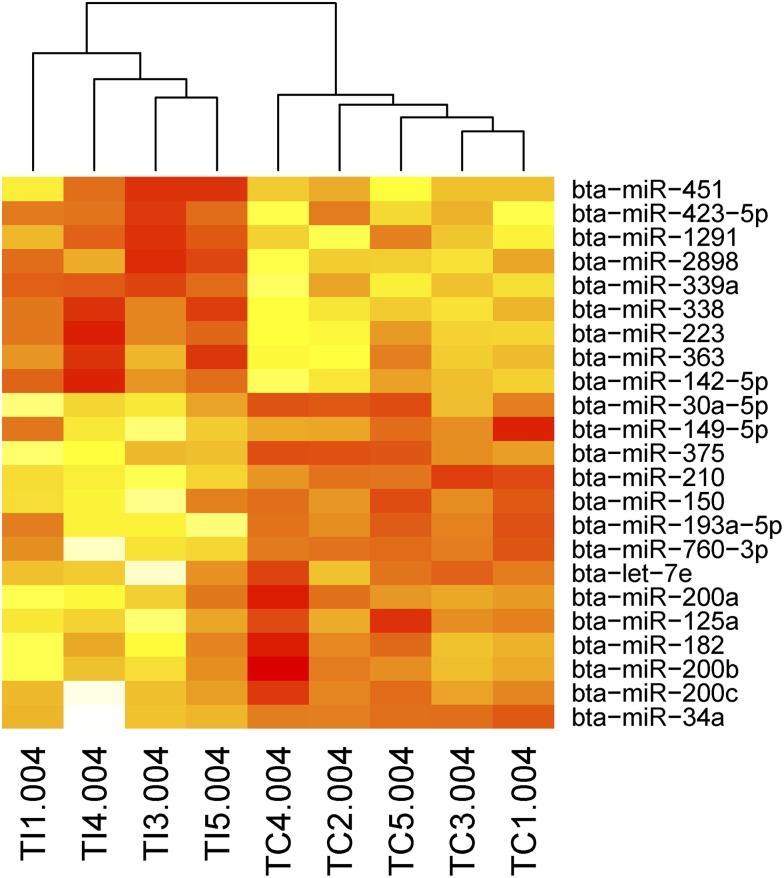
A heatmap of the normalized read counts of miRNAs that were identified as differentially expressed in MIMs at 36 hpi. Hierarchical clustering revealed the separation of the infected and control animals based on this miRNA expression data (**more red the colour the more highly expressed the miRNA is**). Note that one infected animal (TI2) is not included in this analysis because it did not appear to respond to the infection as measured by CFU or mRNA expression data (see Figure 2).

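bta-miR-223 in MIMs at 36 hpi had 14313 ± 3391 (SD, n = 5) normalized counts in control and 29447 ± 10894 (SD, n = 4) in infected animals. The log2 fold change was 1.15 (SE 0.26, adjusted p = 0.0609 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 4 infected animals exceeded every control. It was called with upper-quartile or no normalization taken alone, by DESeq2, by edgeR's exact test, with FDR below 0.10, with the filter after the fit, with all time points in 1 fit, and without TI1, where the log2 fold change was 1.30. The lowest log2 fold change with an animal left out was 0.80, without TI4. At 48 hpi, bta-miR-223 rose from 12751 ± 4192 (SD, n = 5) to 34789 ± 4034 (SD, n = 3) normalized counts, a log2 fold change of 1.48 (SE 0.28, adjusted p = 0.0694 from edgeR's test). All 3 infected animals exceeded every control, and bta-miR-223 was called there by DESeq2, by edgeR's exact test, with upper-quartile normalization alone, with the filter after the fit, with FDR below 0.10, with the replicate block, with all time points in 1 fit, without resequenced libraries, with 1 library per animal tag, and without TC1 (1.74). In a joint normalization with MIMs, the BIMs of the same time point had 15824 ± 3105 (SD, n = 5) rpm of bta-miR-223 in control and 16759 ± 4747 (SD, n = 4) in infected animals.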

Many of the miRNAs identified as being DE have been shown to have a role in immunity in other species. miR-223, for example, which was upregulated at 36 hpi in MIMs, has a multifactorial role in neutrophils, regulating their proliferation, activation, and granulopoiesis (Chen *et al.* 2004; Fazi *et al.* 2005). Interestingly, in RAW264.7 cells challenged with lipopolysaccharide (LPS), miR-223 has been reported to be downregulated, allowing the upregulation of signal transducer and activator of transcription 3 (STAT3), which promotes proinflammatory IL-6 and IL-1β transcription. We have previously commented on the differences in the miRNA response to LPS and *S. uberis*, a Gram-positive bacterium (Lawless *et al.* 2013).

Other DE miRNAs in our study that have a demonstrated role in immunity and infection in other species include let-7e, which was downregulated in MIMs after *S. uberis* infection. 

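bta-let-7e fell in MIMs at 36 hpi from 97.4 ± 87.1 (SD, n = 5) to 17.6 ± 15.3 (SD, n = 4) normalized counts, a log2 fold change of −2.34 (SE 0.81, adjusted p = 0.125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the infected animals, 3 of 4 lay below every control. The estimate rested in part on TC4, the control with the highest count (247), and was −1.68 without it. At 48 hpi, the counts were 84.8 ± 76.5 (SD, n = 5) in control and 16.8 ± 9.12 (SD, n = 3) in infected MIMs, a log2 fold change of −2.21 (SE 0.78, adjusted p = 0.206 from edgeR's test), and 1 of 3 infected animals lay below every control. TC4 had 217 of these counts and the other controls between 17.6 and 64.4, and without TC4 the log2 fold change was −1.57. DESeq2 called bta-let-7e at both time points.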

Let-7e has been shown to regulate caspase 3 and caspase 7 in human monocyte-derived macrophages infected with *Mycobacterium avium hominissuis* (Sharbati *et al.* 2011). Let-7e, as well as several other DE miRNAs in our study (bta-miR-200c, bta-miR-210, and bta-miR-193a), have also previously been identified as DE in bovine mammary epithelial cells stimulated with *S. uberis in vitro* (Lawless *et al.* 2013).

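bta-miR-210 in MIMs at 36 hpi had 1143 ± 255 (SD, n = 5) normalized counts in control and 235 ± 52.3 (SD, n = 4) in infected animals. The log2 fold change was −2.20 (SE 0.27, adjusted p = 0.00208 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of 4 infected animals lay below every control. The largest adjusted p over the 3 normalizations was 0.00988. With each animal left out in turn, the log2 fold change stayed between −2.36 and −2.12, but bta-miR-210 was not called without TI3, nor without both resequenced libraries (TI3 and TI5). In the joint fit of both cell types, bta-miR-210 had 124 ± 29.01 (SD, n = 5) rpm in control and 133 ± 23.5 (SD, n = 4) in infected BIMs at 36 hpi. The effect of infection differed between MIMs and BIMs by −2.14 on the log2 scale (SE 0.37, adjusted p = 0.00365 from edgeR's test), which was not called without the animals numbered 1. For bta-miR-210 at 48 hpi, the log2 fold change in MIMs was −2.08 (SE 0.57, adjusted p = 0.103 from edgeR), with 2 of 3 infected animals below every control, and it was called by DESeq2, by edgeR's exact test, with the replicate block, with the filter after the fit, with all time points in 1 fit, with 1 library per animal tag, and without TC1 (−2.30). bta-miR-200c at 36 hpi fell from 146 ± 185 (SD, n = 5) to 16.3 ± 13.1 (SD, n = 4) normalized counts, a log2 fold change of −3.05 (SE 1.19, adjusted p = 0.143 from edgeR). TC4 had 475 of these counts and the other controls between 29.2 and 103, and the log2 fold change was −1.91 without TC4, while DESeq2 called it with all animals. bta-miR-193a-5p, with a mean of 12.3 rpm, had 19.7 ± 9.74 (SD, n = 5) normalized counts in control and 2.31 ± 4.40 (SD, n = 4) in infected MIMs at 36 hpi, a log2 fold change of −2.87 (SE 1.21, adjusted p = 0.150 from edgeR). TI1 had 8.91 of these counts and the other infected animals at most 0.317, and without TI1 the log2 fold change was −7.01 and was called.

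**Figure D2:**
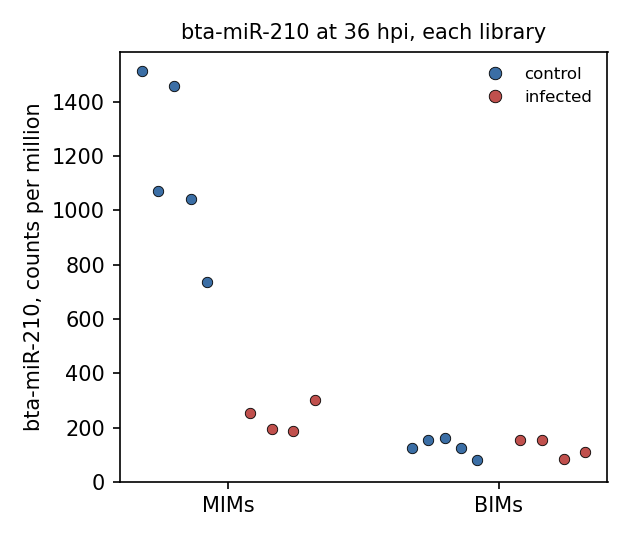
Normalized rpm of bta-miR-210 at 36 hpi in each MIM and BIM library (y axis, from 0), with control and infected animals as separate colours. The infected MIMs lie between 186 and 306, below all control MIMs.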

Another DE miRNA with a role in immune regulation is miR-150, which we observed to be downregulated at both 36 and 48 hpi in MIMs. miR-150 targets MyD88 (upregulated at both 36 and 48 hpi in MIMs), a key regulator of TLR signaling (Ghorpade *et al.* 2013). miR-150 has also been shown to target CXCR4 (Rolland-Turner *et al.* 2013; Tano *et al.* 2011), which was upregulated two-fold at 36 and 48 hpi in MIMs. 

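bta-miR-150 in MIMs at 36 hpi had 856 ± 347 (SD, n = 5) normalized counts in control and 199 ± 212 (SD, n = 4) in infected animals, a log2 fold change of −2.0004 (SE 0.64, adjusted p = 0.104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all animals it was called by DESeq2, by edgeR's exact test, and with the filter after the fit. TI5 had 513 of these normalized counts and the other infected animals between 58.2 and 127, and without TI5 the log2 fold change was −3.10 and was called. At 48 hpi the counts were 2575 ± 2923 (SD, n = 5) in control and 675 ± 722 (SD, n = 3) in infected MIMs, a log2 fold change of −1.98 (SE 0.95, adjusted p = 0.287 from edgeR's test). TC1 had 7749 of these counts and the other controls between 626 and 1767, and the log2 fold change was −0.88 without TC1. Of the infected animals, TI3 had 1509 and the others 234 and 282, and the log2 fold change was −3.29 without TI3. In the control animals other than TC1, bta-miR-150 averaged 966 rpm in MIMs and 15794 rpm in BIMs.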

Finally, one of the miRNAs that was identified as downregulated in BIMs, miR-146b, has been shown to target TNF receptor-associated factor 6 and IRAK1 genes in THP-1 cells stimulated with LPS (Taganov *et al.* 2006).

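bta-miR-146b in BIMs at 24 hpi had 1046 ± 2127 (SD, n = 5) normalized counts in control and 56.1 ± 16.6 (SD, n = 4) in infected animals. The log2 fold change was −4.20 (SE 1.61, adjusted p = 0.437 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0 of 4 infected animals lay below every control. TC1 had 4848 of these counts and the other controls between 31.8 and 256, and without TC1 the log2 fold change was −0.79. At 48 hpi the counts were 319.7 ± 557 (SD, n = 5) in control and 77.9 ± 60.5 (SD, n = 4) in infected BIMs, a log2 fold change of −2.19 (SE 1.25, adjusted p = 0.996 from edgeR's test). TC1 again held the highest value, with 1309 against 25.0 to 180.2 in the other controls, and the log2 fold change was 0.10 without TC1. It was 1.46 when each animal tag number of Table S3 entered once, a setting that also leaves out TC1. The BIM library of TC1 at 24 hpi correlated across miRNAs at 0.995 with the mean profile of the MIMs of the other control animals and at 0.965 with that of their BIMs.

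**Figure D3:**
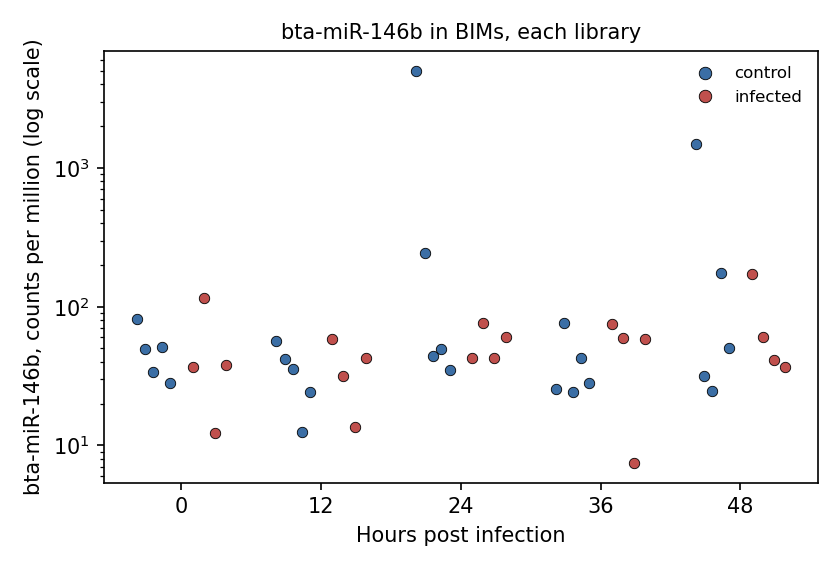
Normalized rpm of bta-miR-146b in each BIM library (y axis, log scale) by hours post infection (x axis), with control and infected animals as separate colours. The highest points at 24 and 48 hpi are those of TC1.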

### Predicted targets of downregulated but not upregulated miRNAs are highly enriched for roles in innate immunity

To identify the potential mRNA targets of DE miRNAs in MIMs isolated from infected animals, we identified those mRNAs whose expression was significantly negatively correlated with miRNA expression. These predictions were further refined by removing those miRNA target–predicted relationships that were not supported by a predicted seed region in the 3′ UTR of the correlated mRNA (Figure 7 and Table S11). Analysis of the predicted target genes using InnateDB (www.innatedb.com) (Lynn *et al.* 2008) revealed that the predicted targets of downregulated but not upregulated miRNAs were highly enriched for roles in innate immunity (FDR <3.2E^−8^). More specifically, pathway analysis revealed that downregulated miRNAs were predicted to preferentially target key pathogen recognition receptor signaling pathways, including the TLR, NLR, and RIG-I signaling pathways (Table S12). Given that these pathways were also identified in the mRNAseq data as being among the top upregulated pathways, this finding strongly suggests that miRNAs are key regulators of innate immune pathways that drive the host inflammatory response during mastitis.

**Figure 7:**
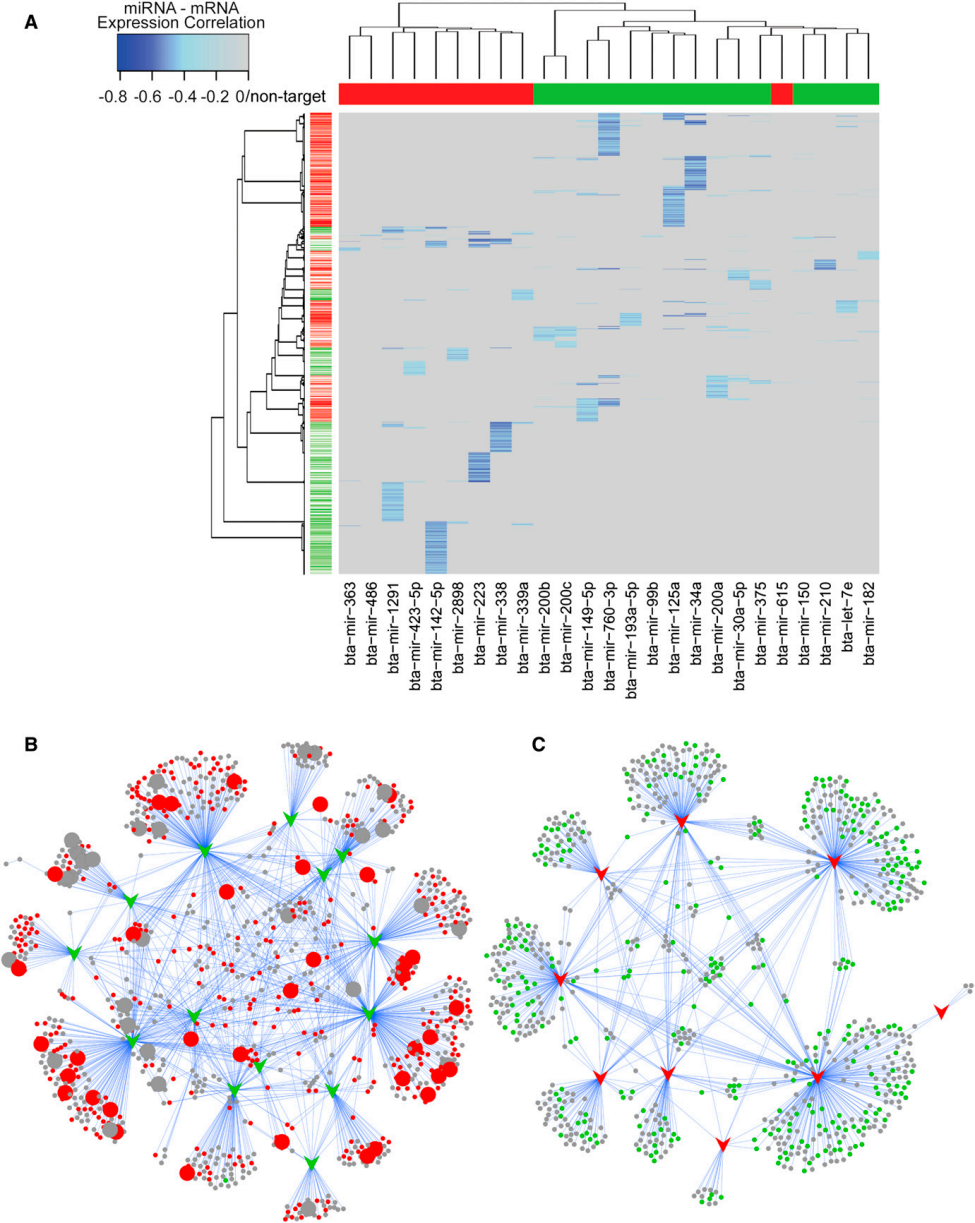
Visualization of miRNA targets. (A) Two-dimensional cluster analysis and heatmap visualization of the miRNA/mRNA expression correlation data matrix after filtering by predicted miRNA-targets and correlation significance. The primary split in the upper hierarchical dendrogram largely aligns with the upregulated miRNA (red) and downregulated miRNA (green). miRNA/mRNA target expression correlations are colored based on increasing significance (light blue to blue) with nontarget/nonsignificant correlations masked (gray). (B) A network representation of the predicted targets (circular nodes) of downregulated miRNAs (green arrows). Red circles = upregulated in MIM mRNA expression data at 36 and/or 48 hpi. Larger circular nodes represent those genes that have been annotated by InnateDB to have a role in innate immunity. (C) A network representation of the predicted targets (circular nodes) of upregulated miRNAs (red arrows). Green circles = downregulated in MIM mRNA expression data at 36 and/or 48 hpi. Note that the predicted targets of downregulated but not upregulated miRNAs are highly enriched for roles in innate immunity.

In contrast, the predicted targets of upregulated miRNAs were enriched for roles in metabolism (FDR = 0.01). Pathway analysis of the mRNAseq data had already highlighted the downregulation of metabolic pathways in response to *S. uberis* infection (see above). These results suggest that miRNAs may also be key regulators of the transcriptional suppression of metabolic pathways during mastitis.

### Novel miRNA discovery

The miRNA sequencing data were also mined to determine if milk or blood monocytes expressed potentially novel miRNAs. Previously, we identified 19 novel miRNAs in bovine mammary epithelial cells using miRDeep2 (Lawless *et al.* 2013). Applying the same approach as our previous study, we identified a further 20 high-confidence putatively novel bovine miRNAs that were independently predicted in multiple MIMs/BIMs miRNAseq data (Table S13).

Searching the miRBase database (v20) using BLAST identified that eight of the novel miRNAs had close homology to other miR-2284 family members. miRBase currently lists this miRNA family as having 102 members, yet virtually no data exist regarding what function such a large group of constitutively expressed miRNAs may have. Other novel miRNAs discovered in this study included a homolog of hsa-miR-3680-3p, a miRNA identified in human periphery blood (Vaz *et al.* 2010). The discovery of these miRNA further adds to the database of bovine miRNAs.

## Discussion

Infectious disease is a serious threat not only directly to human health but also to animal health, for which it is associated with substantial annual economic losses, public confidence issues, and food security concerns. Currently, there is a significant gap in the understanding of the molecular and genetic mechanisms that underpin susceptibility to infectious disease in humans and in animals. An important reason for this is the fact that disease susceptibility is a multifactorial complex phenotype, which is not the result of single genes acting in isolation but rather is attributable to perturbation at a network or systems level (Barabasi *et al.* 2011). Such networks are regulated at multiple different levels (*e.g.*, genetic, transcriptional, posttranscriptional) and, as such, a multiomic integrative biology approach is needed to understand them.

Here, we report NGS approach coupled with advanced network and pathway biology methods to simultaneously profile the mRNA and miRNA networks that are differentially regulated *in vivo* in blood-isolated and milk-isolated CD14^+^ monocytes during infection with a bovine mastitis pathogen, *S. uberis*. Bovine mastitis is an inflammation-driven disease of the bovine mammary gland, which costs the global dairy industry billions of dollars per year (Jones and Bailey 2009; Wells *et al.* 1998). Profiling genome-wide changes in mRNA expression in MIMs and BIMs using RNAseq, we observed more than 3500 genes to be statistically altered in their expression in response to *S. uberis* challenge. Notably, this RNAseq approach identified approximately 1000 more DE genes than had been previously reported in a microarray-based analysis of RNA expression in mammary tissue of cattle infected with the same pathogen (Jensen *et al.* 2013; Moyes *et al.* 2009; Swanson *et al.* 2009). As expected, given that mastitis is a relatively localized inflammatory disease in the mammary gland, the majority of DE genes were identified in MIMs, which are recruited to the site of infection. This influx of immune cells (including monocytes) to the site of infection was observed in recorded SCC data only in the infected animals. However, we also observed a small but significant transcriptional response in BIMs to *S. uberis* infection that was primarily associated with an interferon and cytokine signaling signature. Previous studies have also shown more systemic changes in gene expression in neighboring uninfected mammary glands, the liver, and in the blood (Blum *et al.* 2000; Jensen *et al.* 2013; Jiang *et al.* 2008; Mitterhuemer *et al.* 2010).

The predominant signature associated with upregulated mRNAs in MIMs from *S. uberis*–infected animals was the strong transcriptional activation of innate immune and inflammatory gene expression. In particular, we noted the transcriptional activation of key pattern recognition pathways, including the TLR, NLR, and RIG-I pathways, which likely drive the observed proinflammatory response. The involvement of TLR signaling (particularly TLR2 and TLR4) in the host response to mastitis is well-documented (Buitenhuis *et al.* 2011; Ma *et al.* 2011; Mitterhuemer *et al.* 2010; Porcherie *et al.* 2012; Whelehan *et al.* 2011); however, less is known about the involvement of the NLR and RIG-I pathways (Moyes *et al.* 2009). Interestingly, the RIG-I pathway is classically associated with viral RNA recognition; however, recent findings suggest that RIG-I can also recognize nucleic acids released by invasive bacteria and trigger IFN-β and inflammasome activation (Abdullah *et al.* 2012). These findings concur well with the observed interferon and inflammasome activation transcriptional signatures observed in our study.

Several previous *in vitro* studies have strongly suggested roles for miRNAs in regulating bovine immunity (Dilda *et al.* 2011; Lawless *et al.* 2013); however, none of these have globally profiled the miRNA response to infection *in vivo*. In this study, we have also used NGS sequencing to profile miRNA expression in MIMs and BIMs after *S. uberis* infection. Twenty-six miRNAs were identified as DE in MIMs and three were identified in BIMs. Several of these have been previously described as targeting immune or inflammatory regulators in other species. Of particular interest is our finding that downregulated but not upregulated miRNAs in MIMs are predicted to preferentially target genes involved in innate immunity and inflammation. Furthermore, the TLR, NLR, and RIG-I pathways discussed above were all preferentially predicted to be targeted. This strongly suggests that the transcriptional suppression of these miRNAs enables the activation and amplification of the proinflammatory response. Further supporting this conclusion is the fact that several of the DE miRNAs in our study have been validated to target genes in these pathways in other species. miR-149, for example, which was downregulated in MIMs after *S. uberis* infection, has been shown to target mouse CD14 and IRAK1 (Chi *et al.* 2009), key signaling proteins in the TLR pathway. Both CD14 and IRAK1 are also predicted to be targets of bta-miR-149 in our study.

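bta-miR-149-5p in MIMs at 36 hpi fell from 249 ± 185 (SD, n = 5) to 71.6 ± 56.2 (SD, n = 4) normalized counts, a log2 fold change of −1.73 (SE 0.63, adjusted p = 0.133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TC1 had 575 of these counts and the other controls between 134 and 226, and the log2 fold change was −1.13 without TC1. TI1 had 152 and the other infected animals between 26.7 and 66.3, and without TI1 it was −2.38. The counts at 48 hpi were 258 ± 186 (SD, n = 5) in control and 60.1 ± 14.9 (SD, n = 3) in infected MIMs, a log2 fold change of −2.05 (SE 0.60, adjusted p = 0.112 from edgeR's test). All 3 infected animals lay below every control at 48 hpi, and bta-miR-149-5p was called there without TC1 (−2.26), with the replicate block (−2.07), with 1 library per animal tag (−2.77), and by DESeq2, while at 36 hpi it was called by DESeq2 and with the change from 0 hpi. In the control animals other than TC1, it averaged 209 rpm in MIMs and 28.9 rpm in BIMs.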

The other predominant transcriptional signature that we found in MIMs after *S. uberis* infection was the widespread repression of a number of metabolic processes (>150 KEGG-annotated metabolism genes are downregulated at 36 hpi). Interestingly, we found that upregulated miRNAs were predicted to preferentially target genes involved in metabolism, suggesting that miRNAs, which are upregulated in response to *S. uberis* infection, may contribute to the transcriptional suppression of metabolic pathways. This signature of metabolic gene transcriptional suppression may appear initially paradoxical in light of the fact that production of inflammatory cytokines is expected to require substantial energy consumption. It is now becoming widely appreciated that activated macrophages undergo the Warburg effect, switching their metabolism from oxidative phosphorylation to glycolysis (McGettrick and O’Neill 2013). This metabolic switch has recently been investigated using a combined metabolomics and microarray approach (Tannahill *et al.* 2013) and has revealed the upregulation of a number of genes involved in glycolysis in bone marrow–derived macrophages challenged with LPS [*e.g.*, solute carrier family 2 (facilitated glucose transporter), member 1 (SLC2A1/GLUT1), hexokinase 3 (HK3), fructose-2,6-biphosphatase 3 (PFKFB3)] and the downregulation of several key genes encoding enzymes in the TCA cycle [*e.g.*, malate dehydrogenase 1 (MDH1) and isocitrate dehydrogenase 2 (IDH2)]. Our transcriptional data are consistent with the data presented in this article (*e.g.*, SLC2A1; HK2 and HK3 and PFKFB4 are all upregulated and MDH1 and IDH1 are downregulated in MIMs at 36 hpi) and suggest that although there is a broad signature of transcriptional suppression of metabolism, these cells are likely to be highly glycolytically active. Several other genes encoding enzymes in the TCA cycle (which was statistically overrepresented among downregulated genes) were also transcriptionally repressed in MIMs at 36 hpi, including the following: dihydrolipoamide dehydrogenase; fumarate hydratase; IDH3B; pyruvate dehydrogenase beta; MDH2; succinate dehydrogenase complex, subunit B; and succinate-CoA ligase, alpha subunit. As has also recently been shown in bone marrow–derived macrophages, LPS strongly increases levels of succinate, a TCA cycle intermediate (Tannahill *et al.* 2013). Succinate acts as an inflammatory signal in macrophages inducing IL1B through the transcription factor HIF-1α, both of which are transcriptionally activated in MIMs 36 hpi (*IL1B* is 10-fold upregulated). Another metabolic pathway that is significantly transcriptionally repressed in MIMs at 36 and 48 hpi is the KEGG Valine, leucine, and isoleucine degradation pathway. Valine, leucine, and isoleucine are branch-chain amino acids that are converted into Acyl-CoA derivatives. These are converted into either acetyl-CoA or succinyl-CoA and enter the TCA cycle (Sears *et al.* 2009). Most of the other significantly downregulated pathways, including fatty acid metabolism, propanoate metabolism, butanoate metabolism, tryptophan metabolism, beta-alanine metabolism, lysine degradation, and glyoxylate and dicarboxylate metabolism, also result in the production of acetyl-CoA and succinyl-CoA that enter the TCA cycle. A similar pattern of expression leading to the transcriptional downregulation of the TCA cycle and alternative pathways involved in producing TCA cycle components has also been reported in other infection models (Chin *et al.* 2010). The transcriptional repression of these pathways is therefore also consistent with a switch in metabolism from oxidative phosphorylation to glycolysis during the proinflammatory response.

Another pathway that is significantly downregulated is the KEGG primary bile acid biosynthesis pathway. Despite the potentially misleading name, this pathway primarily consists of the reactions involved in cholesterol metabolism. The downregulation of genes involved in cholesterol metabolism has also been reported in monocytes isolated from HIV^+^ individuals (Feeney *et al.* 2013) and a number of bacterial infections (Dushkin 2012). The accumulation of cholesterol in monocytes and macrophages leads to the formation of foam cells, which in humans are associated with the inflammatory disease, atherosclerosis (Ross 1999). The downregulation of genes involved in cholesterol and fatty acid metabolism is likely driven in part by the transcriptional suppression of the PPAR-γ transcription factor in MIMs at 36 hpi and the downregulation of PPAR-α at 48 hpi, both of which are key transcriptional regulators of these pathways (Dushkin 2012). Interestingly, the PPARs also have a role in the regulation of inflammation, in which their suppression is required to induce inflammatory gene expression (Bensinger and Tontonoz 2008). Of further note is that one of the liver X receptors, LXR-β (NR1H2), which together with the PPARs is a key regulator of inflammation and lipid metabolism (Bensinger and Tontonoz 2008), is upregulated in MIMs at 36 and 48 hpi. LXRs are also known to antagonize inflammatory gene expression, so it is somewhat surprising to find LXR-β to be upregulated. This may reflect the fact that balance is needed to avoid excessive inflammation or that LXRs and PPARs do not completely overlap in the genes that they regulate.

An additional link between metabolism and inflammation that is currently undergoing intensive investigation is the role of NAD^+^, sirtuins (SIRTs), and AMP-dependent protein kinase (AMPK) in suppressing inflammation (McGettrick and O’Neill 2013). The activation of TLR4, which along with TLR2 and TLR9 is transcriptionally upregulated in MIMs at 36 hpi, has been shown to induce NAM phosphoribosyltransferase (NAMPT; upregulated in MIMs at 36hpi), which in turn activates SIRT1 (upregulated in MIMs at 36 hpi) via NAD^+^. SIRT1 limits inflammation by repressing RELA transcription factor activity, a key transcriptional hub identified in MIMs. SIRT1 also activates AMPK (upregulated in MIMs at 36 hpi), a central regulator of energy metabolism. Activation of AMPK has been shown to decrease NF-κB activity and TNF-α production in macrophages stimulated with LPS, IL-12 production in DCs, and HIF-1α. These data suggest that at 36 hpi, the brakes are starting to be applied to limit the inflammatory response to *S. uberis* infection via SIRT1 and AMPK. The affect of this break is apparent at 48 hpi, where the genes encoding TNF-α, IL-1B, IL-12, and HIF-1α are all downregulated in comparison to 36 hpi. The limiting of inflammation at this stage makes sense based on the bacterial count data, which show that bacterial CFU/ml are declining, suggesting that the infection is being resolved. Interestingly, AMPK activity also inhibits both the cholesterol and fatty acid metabolic pathways that, as discussed above, are downregulated in MIMs after *S. uberis* infection. This suppression of fatty acid metabolism has been shown to be beneficial to the host during a viral infection (Moser *et al.* 2012).

Finally, we also observed the statistically significant over-representation of downregulated genes annotated in the KEGG glutathione metabolism pathway. Glutathione has an important role in innate and adaptive immunity and has been shown to confer protection against microbial, viral, and parasitic infections (Morris *et al.* 2013). Glutathione metabolism also plays an important role in macrophages in the detoxification of reactive oxygen species. The transcriptional suppression of this pathway in MIMs after *S. uberis* infection may be a consequence of the metabolic switch to glycolysis and may be detrimental to the host, leading to an excess of oxidants in the cells, which could drive the inflammation and tissue damage that are characteristic of mastitis. In patients with active tuberculosis, PBMC intracellular glutathione levels declined by 70%; this was correlated with increased proinflammatory cytokines and enhanced bacterial growth (Guerra *et al.* 2012). Supplementation with glutathione has been demonstrated to lead to the control of mycobacterial growth (Venketaraman *et al.* 2003) and also appears to have beneficial effects in reducing inflammation in HIV^+^ patients (Morris *et al.* 2012). This suggests that glutathione supplementation is a potential strategy to reduce the effects of inflammation in mastitis.

miRNAs also likely play a key role in regulating the links between inflammation and metabolism observed in this study. Human SIRT1, for example, which as discussed above limits inflammation, has been shown to be a target of miR-34a (Yamakuchi *et al.* 2008). 

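bta-miR-34a in MIMs had 221 ± 68.8 (SD, n = 5) normalized counts in control and 23.5 ± 15.9 (SD, n = 4) in infected animals at 36 hpi. The log2 fold change was −3.16 (SE 0.96, adjusted p = 0.102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 4 infected animals lay below every control. By 48 hpi the counts were 145 ± 66.5 (SD, n = 5) in control and 24.4 ± 12.4 (SD, n = 3) in infected animals, a log2 fold change of −2.53 (SE 0.58, adjusted p = 0.102 from edgeR's test), again with every infected animal below every control. With each animal left out in turn, the log2 fold change stayed between −3.42 and −2.78 at 36 hpi and between −2.92 and −2.25 at 48 hpi. bta-miR-34a was called at both time points by DESeq2, by edgeR's exact test, and with the filter after the fit. At 36 hpi it was also called without TI4 and with all time points in 1 fit. At 48 hpi it was also called without TC1, with the replicate block, without resequenced libraries, and with 1 library per animal tag. Its mean in the control animals other than TC1 was 167 rpm in MIMs and 14.8 rpm in BIMs.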

Our data are consistent with this relationship also existing in MIMs, where we have found bta-miR-34a to be downregulated at 36 and 48 hpi and SIRT1 to be upregulated. Other examples of miRNAs that likely transcriptionally regulate metabolic pathways in MIMs include miR-451, which is upregulated in MIMs at 36 and 48 hpi and has been shown to target MO25 in mouse heart tissue altering AMPK signaling (Chen *et al.* 2012). miR-451 has also been shown to regulate the expression of several proinflammatory cytokines in mice in response to influenza infection (Rosenberger *et al.* 2012).

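bta-miR-451 in MIMs at 36 hpi had 2.68 ± 1.83 (SD, n = 5) normalized counts in control and 150.3 ± 157 (SD, n = 4) in infected animals, a log2 fold change of 5.93 (SE 1.41, adjusted p = 0.0609 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the infected animals, 3 of 4 exceeded every control. It was called by DESeq2, by edgeR's exact test, with upper-quartile normalization alone, with FDR below 0.10, with the filter after the fit, with all time points in 1 fit, and without TI1. Where the change from 0 hpi of each animal was compared instead, the log2 fold change was −1.83. At 48 hpi its mean was 3.00 rpm, below the minimum for testing, with 4.04 ± 4.02 (SD, n = 5, 87 reads in all) normalized counts in control and 0.943 ± 0.997 (SD, n = 3, 20 reads) in infected MIMs. At 12 hpi, which Table 1 also lists, the counts were 11.4 ± 21.9 (SD, n = 5) in control and 632 ± 891 (SD, n = 2) in infected MIMs, a log2 fold change of 6.10 (SE 2.19, adjusted p = 0.975 from edgeR's test) that was −2.63 without TI4. Over all time points, the 4 infected MIM libraries that were resequenced held between 191 and 1127 rpm of bta-miR-451 and the other 11 infected libraries between 0 and 27.7 rpm (exact two-sided permutation test, p = 0.000733, the smallest of 1365 splits). The 3 resequenced control libraries held between 0 and 9.24 rpm and the other 19 between 0 and 56.8 rpm (exact two-sided permutation test, p = 0.584). Libraries of the same animal are not independent, which these permutation tests do not take into account. bta-miR-486, which Table 1 lists beside it at 12 hpi, had a log2 fold change of 2.62 (SE 1.15, adjusted p = 0.975 from edgeR), which was −1.33 without TI4.

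**Figure D4:**
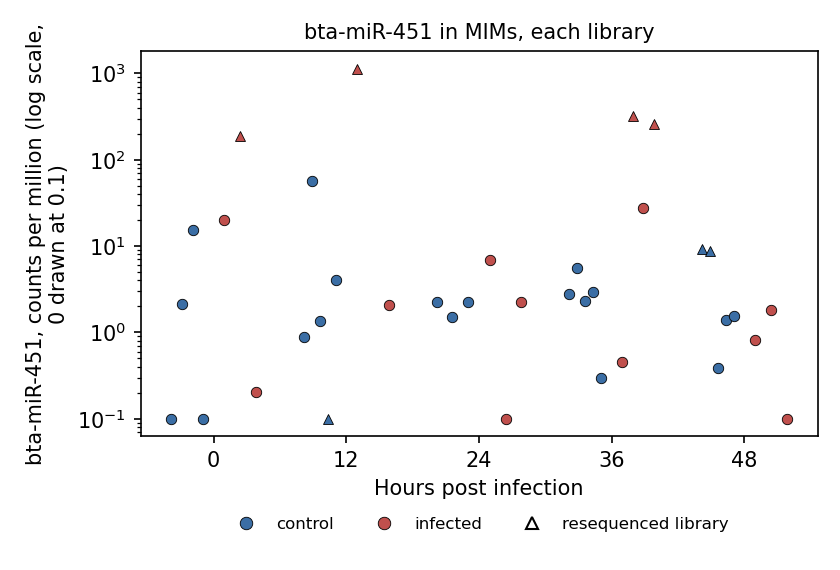
Values in rpm of bta-miR-451 in each MIM library (y axis, log scale, libraries without a read drawn at 0.1) by hours post infection (x axis), with control and infected animals as separate colours. Triangles are resequenced libraries, and the 4 infected ones hold the highest values, between 191 and 1127.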

Aside from providing new insight into the regulatory role miRNAs play in *S. uberis* infection *in vivo*, our study also provides the groundwork for a number of potential practical applications in veterinary medicine. miRNAs, for example, exhibit many properties that have made them of significant interest as noninvasive biomarkers. miRNAs are abundantly and stably expressed in a range of accessible tissues, including serum, milk, urine, saliva, and semen, where they can be readily measured (Chen *et al.* 2010; Hata *et al.* 2010; Kosaka *et al.* 2010). Importantly, for a potential biomarker, miRNAs have high information content, and the expression profile of small numbers of them have been shown to be diagnostic of disease (De Guire *et al.* 2013). The use of miRNAs as a clinical biomarker is most advanced in human cancer research. In 2009, Prometheus Laboratories released an miRNA biomarker to accurately identify 25 different tumor types (Ajit 2012), and miRNA biomarkers are now available for early cancer prognosis from two other companies, Asuragen and Rosetta Genomics. NGS-based technologies, such as the approach used in this study, are empowering RNA expression profiling, including miRNAs, on a genome-wide scale with unprecedented resolution, accuracy, and speed and at a relatively low cost (Schuster 2008). There is significant potential to develop these approaches as diagnostics of infection in animals and also in humans.

## Supplementary Material

Supporting Information

# Supplementary material for: MicroRNA Regulation of Bovine Monocyte Inflammatory and Metabolic Networks in an In Vivo Infection Model
**Source:** G3 (Bethesda). 2014 Jan 23;4(6):957–71. doi: 10.1534/g3.113.009936
**Supplement:** Supporting Information

MicroRNA Regulation of Bovine Monocyte Inflammatory and Metabolic Networks in an In Vivo Infection Model — Supporting Information 

# MicroRNA Regulation of Bovine Monocyte Inflammatory and Metabolic Networks in an *In Vivo* Infection Model

## Supporting Information for Lawless *et al.*, 2014

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S3, File S1, and Tables S1-S13 (PDF, 722 KB)
- Figure S1 - Heatmap of differential gene expression (tpm) in blood isolated monocytes across infected and control animals at 12, 24, 36, & 48hpi. (PDF, 423 KB)
- Figure S2 - Down-regulated genes highlighted on the KEGG metabolism network. (PDF, 393 KB)
- Figure S3 - The proportion of reads aligning uniquely to bovine ncRNAs. (PDF, 348 KB)
- File S1 - 1.1 MirVanaTM RNA Isolation Kit protocol, 1.2 MirPremierTM microRNA Isolation Kits protocol, 1.3 TruSeq RNA Sample Preparation Kit v2 (50 cycles), 1.4 TruSeq Small RNA Sample Preparation Kit (50 cycles), 1.5 RNA integrity and quantification, 1.6 References. (PDF, 317 KB)
- Table S1 - Manually generated pathway annotations for inflammasome and interferon pathways sourced from SA biosciences (Qiagen) RT2 Profiler™ PCR Array Human Interferon and Receptors (PAHS-064A), and RT2 Profiler™ PCR Array Human Inflammasome (PAHS-097A) annotations. (.xls, 27 KB)
- Table S2 - Summary read statistics and number of unique alignments for each RNA and miRNA library. (.xls, 81 KB)
- Table S3 - Summary of milk volumes, rectal temperatures, ambient temperatures, humidity, and bacterial CFU counts for each animal. (.xls, 63 KB)
- Table S4 - Average correlation coefficients of mRNA normalized read counts between samples at each time-point for control and infected biological replicates. (.xls, 38 KB)
- Table S5 - Differentially expressed genes in milk and blood isolated monocytes at 12, 24, 36, and 48 hours post infection. (.xls, 869 KB)
- Table S6 - Significantly over-represented KEGG pathways among differentially expressed genes in milk and blood isolated monocytes at 12, 24, 36, & 48 hours post infection. (.xls, 51 KB)
- Table S7 - The top 20 network hubs identified using CytoHubba and enriched Gene Ontology terms among hubs. (.xlsx, 13 KB)
- Table S8 - The top 20 contextual hubs identified using the CHAT software. (.xlsx, 65 KB)
- Table S9 - Significantly over-represented KEGG pathways among genes identified in the jActiveModules module. (.xlsx, 10 KB)
- Table S10 - miRNAs that are expressed greater than or equal to 1 tag per million in bovine blood and milk isolated monocytes. (.xls, 324 KB)
- Table S11 - Summary of co-expression, target analysis, and Pearson correlations of miRNA and mRNA data. (.xls, 7 MB)
- Table S12 - Significantly over-represented KEGG pathways among predicted miRNA targets. (.xls, 43 KB)
- Table S13 - Putative novel bovine miRNAs discovered through miRDeep2 analysis of miRNAseq data from 100 milk and blood isolated monocytes. (.xls, 37 KB)

# Supplementary material for: MicroRNA Regulation of Bovine Monocyte Inflammatory and Metabolic Networks in an In Vivo Infection Model
**Source:** G3 (Bethesda). 2014 Jan 23;4(6):957–71. doi: 10.1534/g3.113.009936
**Supplement:** Supporting Information

## **MicroRNA regulation of bovine monocyte inflammatory and metabolic networks in an *in vivo* infection model.**

### Authors:

Nathan Lawless\*<sup>§</sup>  
Timothy A. Reinhardt<sup>†</sup>  
Kenneth Bryan<sup>\*</sup>  
Mike Baker<sup>‡</sup>  
Bruce Pesch<sup>†</sup>  
Duane Zimmerman<sup>†</sup>  
Kurt Zuelke<sup>\*\*</sup>  
Tad Sonstegard<sup>§§</sup>  
Cliona O'Farrelly<sup>§</sup>  
John D. Lippolis<sup>†</sup>  
David J. Lynn<sup>\*</sup>

NCBI GEO database and assigned the identifier (GSE51858).

**DOI: 10.1534/g3.113.009936**

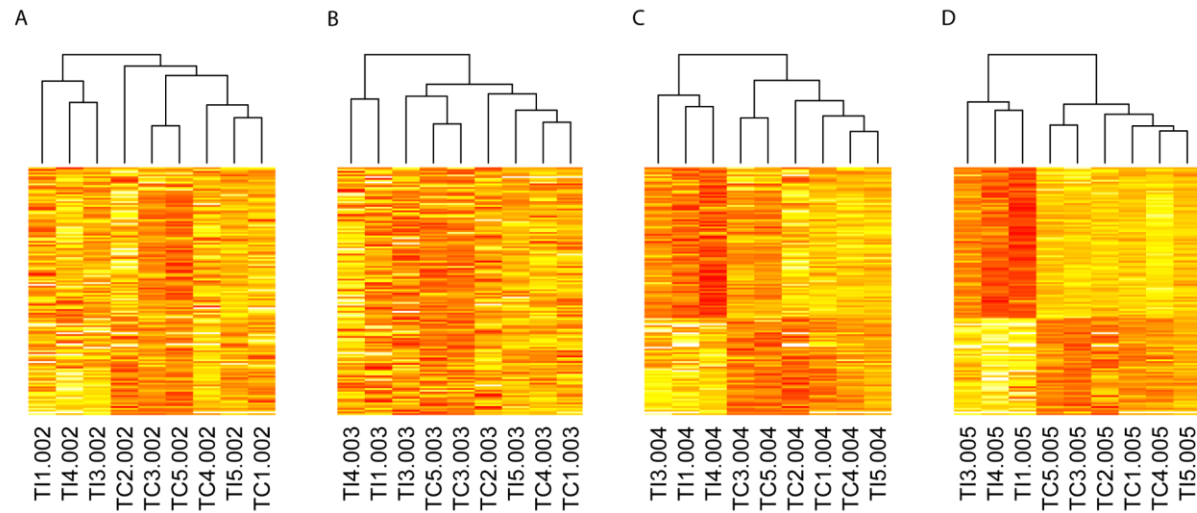

**Figure S1** Heatmap of differential gene expression (tpm) in blood isolated monocytes across infected and control animals at 12, 24, 36, & 48hpi. The more red the color the more highly expressed that gene is, R (V2.15.2) hclust package.

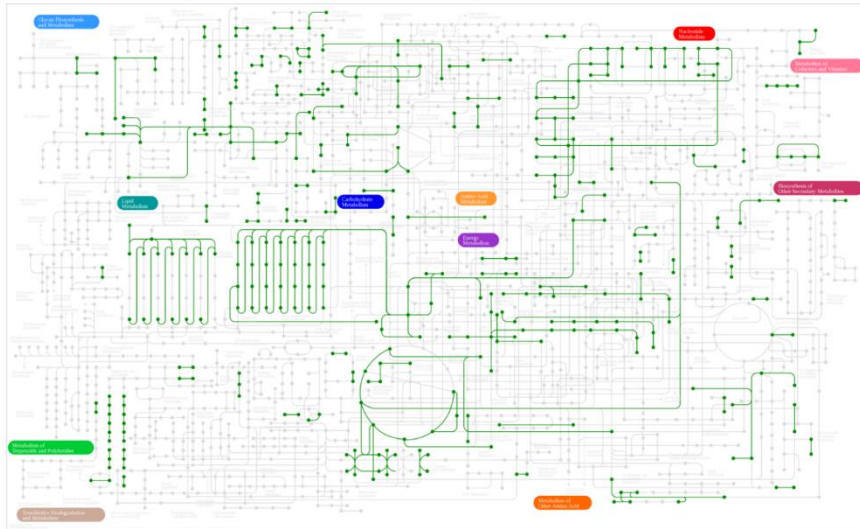

**Figure S2** Down-regulated genes highlighted on the KEGG metabolism network.

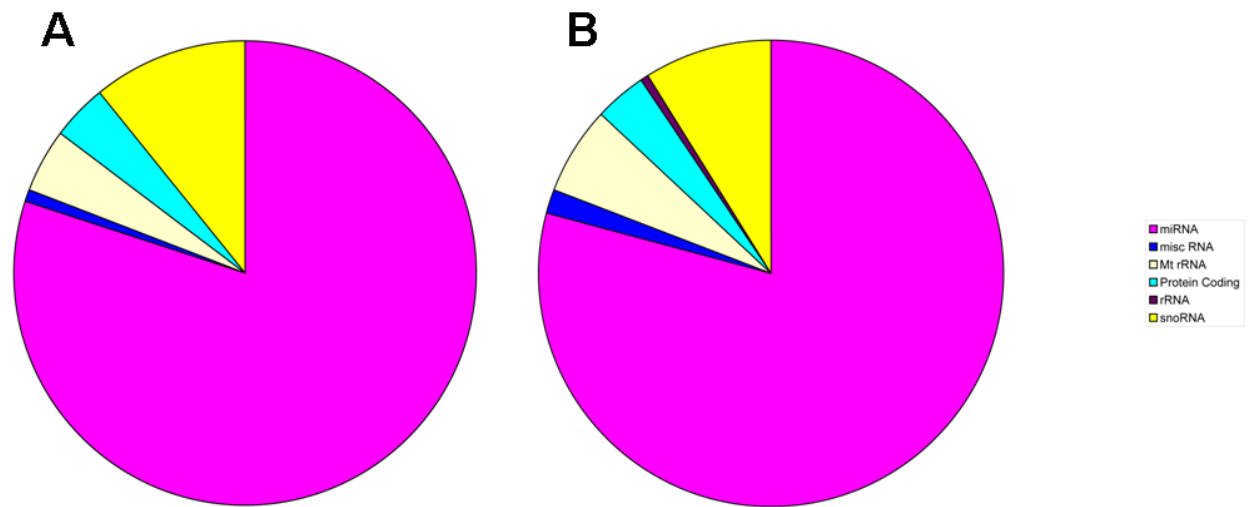

**Figure S3** The proportion of reads aligning uniquely to bovine ncRNAs. A) Reads aligning to ncRNAs in milk isolated monocytes. B) Reads aligning to ncRNAs in blood isolated monocytes. The majority of reads align to known miRNAs.

Table of contents

- 1.1 MirVana™ RNA Isolation Kit protocol.
- 1.2 MirPremier™ microRNA Isolation Kits protocol.
- 1.3 TruSeq RNA Sample Preparation Kit v2 (50 cycles).
- 1.4 TruSeq Small RNA Sample Preparation Kit (50 cycles).
- 1.5 RNA integrity and quantification.
- 1.6 References.

**1.1 MirVana™ RNA Isolation Kit protocol.**

Total RNA samples were prepared independently for 50 blood-isolated CD14+ monocyte samples and 50 milk-isolated CD14+ monocyte samples. For each sample, an initial volume of 600 µL of lysis/binding solution (provided with kit) was added to the cells and mixed by vortex to fully disrupt cells and form a homogenous lysate. One volume of acid-phenol: chloroform equal to the lysate volume was then added and the sample was mixed by vortex for 30-60 seconds. The sample was then centrifuged for 5 min at 10,000 x g at room temperature to separate the aqueous and organic phases. The aqueous (upper) phase was removed and transferred to a fresh tube. 1.25 volumes of 100% ethanol were added to the aqueous phase recovered from the organic extraction and mixed thoroughly by vortex. The lysate/ethanol mixture was then pipetted onto the filter cartridge (provided with kit) and centrifuged at 10,000 x g for ~15 sec to pass the mixture through the filter. The flow-through was discarded, and 700 µL wash solution 1 (working solution mixed with ethanol) (Pharmco-AAPER, Brookfield, CT, USA.) added to the filter cartridge and centrifuged for ~5-10 sec. Again, the flow-through from the collection tube was discarded, and the filter replaced in the cartridge as in the previous step. 500 µL wash solution 2/3 (working solution mixed with ethanol) was then added to the filter cartridge and centrifuged for ~5-10 seconds. This step was then repeated. After discarding the flow through from the last wash, the filter was replaced in the cartridge in the same collection tube and the assembly was spun down for 1 min to remove residual fluid from the filter. The filter cartridge was transferred into a fresh collection tube (provided with kit.). 50 µL of pre-heated (95°C) nuclease free water was added to the centre of the filter, and centrifuged for ~20-30 sec at max speed to recover the RNA. The purified RNA was stored at -70 °C until needed.

**1.2 MirPremier™ microRNA Isolation Kit protocol.**

Small RNA samples were prepared independently for the same 50 blood-isolated CD14+ monocyte samples and 50 milk-isolated CD14+ monocyte samples. MicroRNA lysis buffer was made according to the standard Sigma-Aldrich protocol. Briefly, equal volumes of lysis buffer, and binding solution were made up with 10 mL of 2-mercaptoethanol per 1 mL. The cell pellet was shaken for 1-2 seconds to loosen cells. The Lysis Mix was added to the cell pellet and mixed by vortex immediately but gently and briefly (2-3 seconds) to disrupt the cell pellet. The sample was incubated at room temperature for 5 minutes and mixed 2-3 times in between by gentle shaking. The sample was then centrifuged at maximum speed (16,000 x g) in a standard

microcentrifuge for 5 minutes to remove cellular debris, genomic DNA, and large RNA. The supernatant was transferred to a clean 2-ml Collection Tube. 1.1 volumes of 100% ethanol was then added to the clarified lysate for RNA binding, and mixed immediately and thoroughly by vortex or inversion. 700  $\mu$ L of the mixture was pipetted into a binding column and centrifuged at maximum speed (16,000  $\times$  g) for 30 seconds. The flow through was decanted, and the step repeated. 700  $\mu$ L of 100% ethanol was then added into the column and centrifuged at maximum speed (16,000  $\times$  g) for 30 seconds. The binding column was then transferred into a fresh collection tube, into which 500  $\mu$ L of the Ethanol-diluted Wash Solution 2 (provided by Sigma-Aldrich) was added into the column. The column was then centrifuged at maximum speed (14,000 –16,000  $\times$  g) for 30 seconds. The flow-through was discarded and the column returned to the Collection Tube. Another 500  $\mu$ L of the Ethanol-diluted Wash Solution 2 was added into the column and centrifuged at maximum speed (16,000  $\times$  g) for 30 seconds. The flow-through was discarded the column returned to the Collection Tube. To dry the column, the column was centrifuged at maximum speed (16,000  $\times$  g) for 1 minute to dry, and carefully removed from the centrifuge to avoid splashing the residual flow through liquid to the dried column. To elute RNA, the column was added to a new 2 ml collection tube and 30  $\mu$ L of elution solution (nuclease free water) was added directly onto the centre of the filter inside the column, and let sit for 1 minute. The tube was then centrifuged at maximum speed (16,000  $\times$  g) for 1 minute to elute. Elute was collected, and step was repeated. The purified small RNA was stored at -70 °C until needed.

### **1.3 TruSeq RNA Sample Preparation Kit v2 (50 cycles) protocol.**

Briefly, magnetic beads were used to purify out poly-A containing mRNA. Once purified, mRNA was then fragmented and primed with random hexamers into first strand cDNA using reverse transcriptase/ random primers. The RNA template was then removed and double stranded cDNA was generated using DNA polymerase I and RNase H. cDNA fragments ends were blunted, and the 3' ends were adenylated with a single 'A' before ligating the adaptors. Samples were then purified and the products with adaptors were selectively enriched by PCR. The finished libraries were validated on an Agilent bioanalyser using an Agilent DNA-1000 chip (Agilent, Colorado Springs, CO, USA), at which point they were loaded for cluster generation. The samples were sequenced on an Illumina HiSeq 2000. Infected and control samples (n =100) were randomised across four flow cells (i.e. 3 or 4 samples multiplexed per lane), to avoid confounding flow cell/lane effects (Auer and Doerge 2010). The barcode compatibility chart provided with the TruSeq RNA sample preparation kit was adhered to when pooling libraries. Fastq files were produced using the CASAVA 1.8 pipeline.

### **1.4 TruSeq Small RNA Sample Preparation Kit (50 cycles) protocol.**

Briefly, the 3' and 5' adaptors were sequentially ligated to each sample. cDNA was made from each sample successfully ligated with both adaptors via reverse transcriptase and enriched by PCR. The amplified cDNA product was purified through a 6% Novex TBE PAGE gel. Samples were re-eluted in 10 mM Tris-HCL, pH 8.5, and pooled based on Illumina recommended multiplexing protocols. The finished libraries were validated on an Agilent bioanalyser using an Agilent DNA high sensitivity chip (Agilent, Colorado Springs, CO, USA), at which point they were loaded for cluster generation. The samples were sequenced on an Illumina HiSeq 2000. Infected and control samples (n =100) were randomised across three flow cells (i.e. 7 or 8 samples multiplexed per lane), to avoid confounding flow cell/lane effects (Auer and Doerge 2010). Fastq files were produced using the CASAVA 1.8 pipeline.

### **1.5 RNA integrity and quantification.**

Total RNA was measured by the Agilent RNA 6000 Nano Kit using the 2100 Bioanalyzer (Agilent Technologies, Colorado Springs, CO, USA). The integrity of each RNA sample was examined before proceeding with experiment. The Agilent small RNA Kit (Agilent Technologies) was used to quantify miRNA. All miRNA samples were above the required quantity for sequencing.

### **1.6 References.**

Auer, P. L. and R. W. Doerge (2010). "Statistical design and analysis of RNA sequencing data." *Genetics* 185(2): 405-16.

**Tables S1-S13**

Available for download as Excel files at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.113.009936/-/DC1>

**Table S1** Manually generated pathway annotations for inflammasome and interferon pathways sourced from SA biosciences (Qiagen) RT<sup>2</sup> Profiler™ PCR Array Human Interferon and Receptors (PAHS-064A), and RT<sup>2</sup> Profiler™ PCR Array Human Inflammasome (PAHS-097A) annotations.

**Table S2** Summary read statistics and number of unique alignments for each RNA and miRNA library.

**Table S3** Summary of milk volumes, rectal temperatures, ambient temperatures, humidity, and bacterial CFU counts for each animal. Summary of total cell counts, FACS isolated cell numbers, RNA integrity, quantity, 18/28S ratio, total quantity of RNA/miRNA for each of the 100 RNA/miRNA samples.

**Table S4** Average correlation coefficients of mRNA normalized read counts between samples at each time-point for control and infected biological replicates. Calculations were carried out in R (version 2.15.2).

**Table S5** Differentially expressed genes in milk and blood isolated monocytes at 12, 24, 36, and 48 hours post infection.

**Table S6** Significantly over-represented KEGG pathways among differentially expressed genes in milk and blood isolated monocytes at 12, 24, 36, & 48 hours post infection.

**Table S7** The top 20 network hubs identified using CytoHubba and enriched Gene Ontology terms among hubs.

**Table S8** The top 20 contextual hubs identified using the CHAT software.

**Table S9** Significantly over-represented KEGG pathways among genes identified in the jActiveModules module.

**Table S10** miRNAs that are expressed  $\geq 1$  tag per million in bovine blood and milk isolated monocytes.

**Table S11** Summary of co-expression, target analysis, and Pearson correlations of miRNA and mRNA data.

**Table S12** Significantly over-represented KEGG pathways among predicted miRNA targets.

**Table S13** Putative novel bovine miRNAs discovered through miRDeep2 analysis of miRNAseq data from 100 milk and blood isolated monocytes.

# Supplementary material for: MicroRNA Regulation of Bovine Monocyte Inflammatory and Metabolic Networks in an In Vivo Infection Model
**Source:** G3 (Bethesda). 2014 Jan 23;4(6):957–71. doi: 10.1534/g3.113.009936
**Supplement:** Supporting Information

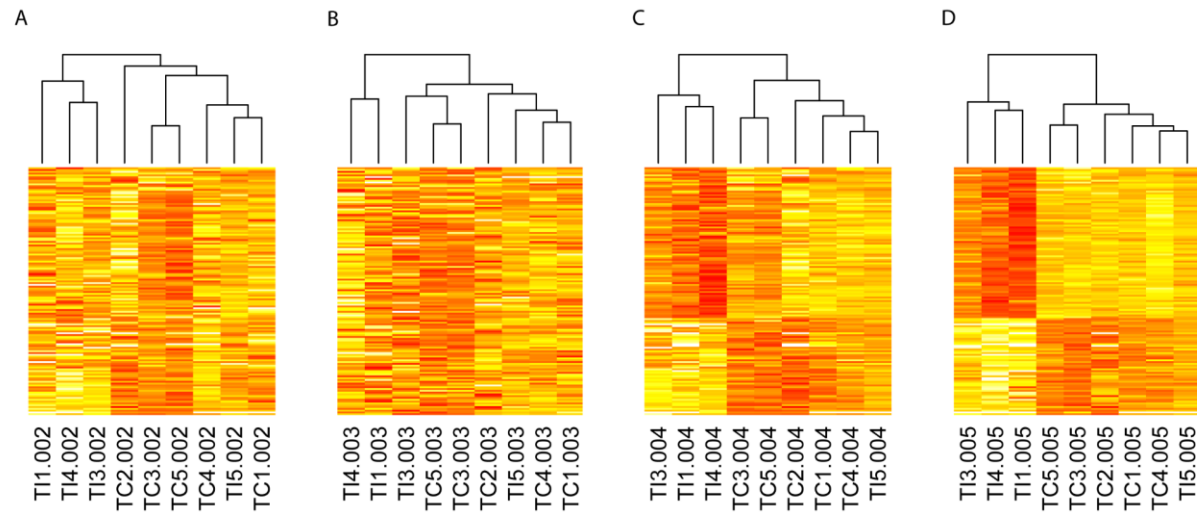

**Figure S1** Heatmap of differential gene expression (tpm) in blood isolated monocytes across infected and control animals at 12, 24, 36, & 48hpi. The more red the color the more highly expressed that gene is, R (V2.15.2) hclust package.

# Supplementary material for: MicroRNA Regulation of Bovine Monocyte Inflammatory and Metabolic Networks in an In Vivo Infection Model
**Source:** G3 (Bethesda). 2014 Jan 23;4(6):957–71. doi: 10.1534/g3.113.009936
**Supplement:** Supporting Information

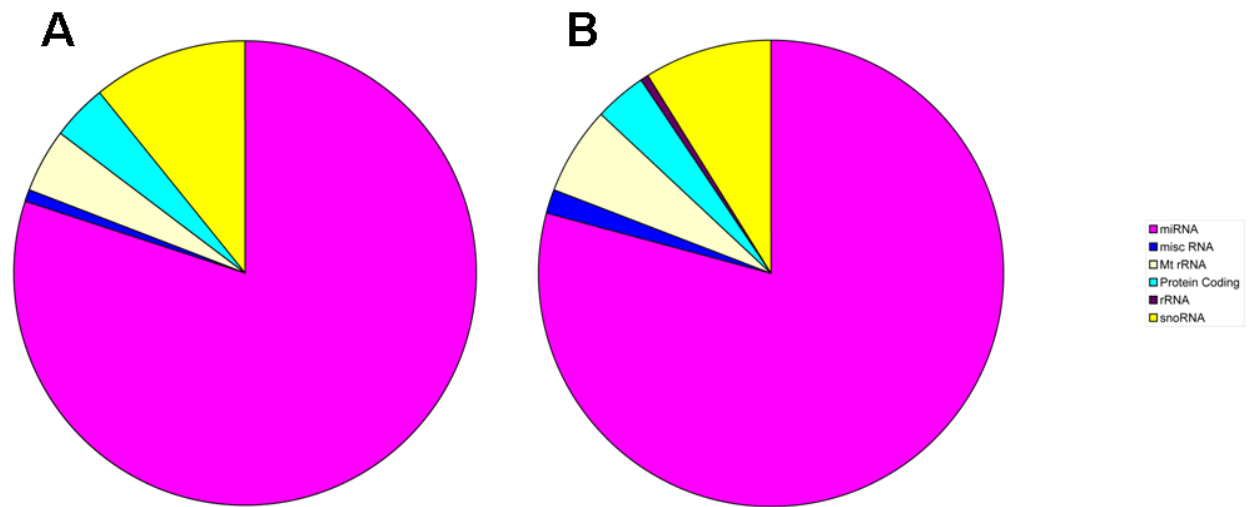

**Figure S3** The proportion of reads aligning uniquely to bovine ncRNAs. A) Reads aligning to ncRNAs in milk isolated monocytes. B) Reads aligning to ncRNAs in blood isolated monocytes. The majority of reads align to known miRNAs.

# Supplementary material for: MicroRNA Regulation of Bovine Monocyte Inflammatory and Metabolic Networks in an In Vivo Infection Model
**Source:** G3 (Bethesda). 2014 Jan 23;4(6):957–71. doi: 10.1534/g3.113.009936
**Supplement:** Supporting Information

Table of contents

- 1.1 MirVana™ RNA Isolation Kit protocol.
- 1.2 MirPremier™ microRNA Isolation Kits protocol.
- 1.3 TruSeq RNA Sample Preparation Kit v2 (50 cycles).
- 1.4 TruSeq Small RNA Sample Preparation Kit (50 cycles).
- 1.5 RNA integrity and quantification.
- 1.6 References.

**1.1 MirVana™ RNA Isolation Kit protocol.**

Total RNA samples were prepared independently for 50 blood-isolated CD14+ monocyte samples and 50 milk-isolated CD14+ monocyte samples. For each sample, an initial volume of 600 µL of lysis/binding solution (provided with kit) was added to the cells and mixed by vortex to fully disrupt cells and form a homogenous lysate. One volume of acid-phenol: chloroform equal to the lysate volume was then added and the sample was mixed by vortex for 30-60 seconds. The sample was then centrifuged for 5 min at 10,000 x g at room temperature to separate the aqueous and organic phases. The aqueous (upper) phase was removed and transferred to a fresh tube. 1.25 volumes of 100% ethanol were added to the aqueous phase recovered from the organic extraction and mixed thoroughly by vortex. The lysate/ethanol mixture was then pipetted onto the filter cartridge (provided with kit) and centrifuged at 10,000 x g for ~15 sec to pass the mixture through the filter. The flow-through was discarded, and 700 µL wash solution 1 (working solution mixed with ethanol) (Pharmco-AAPER, Brookfield, CT, USA.) added to the filter cartridge and centrifuged for ~5-10 sec. Again, the flow-through from the collection tube was discarded, and the filter replaced in the cartridge as in the previous step. 500 µL wash solution 2/3 (working solution mixed with ethanol) was then added to the filter cartridge and centrifuged for ~5-10 seconds. This step was then repeated. After discarding the flow through from the last wash, the filter was replaced in the cartridge in the same collection tube and the assembly was spun down for 1 min to remove residual fluid from the filter. The filter cartridge was transferred into a fresh collection tube (provided with kit.). 50 µL of pre-heated (95°C) nuclease free water was added to the centre of the filter, and centrifuged for ~20-30 sec at max speed to recover the RNA. The purified RNA was stored at -70 °C until needed.

**1.2 MirPremier™ microRNA Isolation Kit protocol.**

Small RNA samples were prepared independently for the same 50 blood-isolated CD14+ monocyte samples and 50 milk-isolated CD14+ monocyte samples. MicroRNA lysis buffer was made according to the standard Sigma-Aldrich protocol. Briefly, equal volumes of lysis buffer, and binding solution were made up with 10 mL of 2-mercaptoethanol per 1 mL. The cell pellet was shaken for 1-2 seconds to loosen cells. The Lysis Mix was added to the cell pellet and mixed by vortex immediately but gently and briefly (2-3 seconds) to disrupt the cell pellet. The sample was incubated at room temperature for 5 minutes and mixed 2-3 times in between by gentle shaking. The sample was then centrifuged at maximum speed (16,000 x g) in a standard

microcentrifuge for 5 minutes to remove cellular debris, genomic DNA, and large RNA. The supernatant was transferred to a clean 2-ml Collection Tube. 1.1 volumes of 100% ethanol was then added to the clarified lysate for RNA binding, and mixed immediately and thoroughly by vortex or inversion. 700  $\mu$ L of the mixture was pipetted into a binding column and centrifuged at maximum speed (16,000  $\times$  g) for 30 seconds. The flow through was decanted, and the step repeated. 700  $\mu$ L of 100% ethanol was then added into the column and centrifuged at maximum speed (16,000  $\times$  g) for 30 seconds. The binding column was then transferred into a fresh collection tube, into which 500  $\mu$ L of the Ethanol-diluted Wash Solution 2 (provided by Sigma-Aldrich) was added into the column. The column was then centrifuged at maximum speed (14,000 –16,000  $\times$  g) for 30 seconds. The flow-through was discarded and the column returned to the Collection Tube. Another 500  $\mu$ L of the Ethanol-diluted Wash Solution 2 was added into the column and centrifuged at maximum speed (16,000  $\times$  g) for 30 seconds. The flow-through was discarded the column returned to the Collection Tube. To dry the column, the column was centrifuged at maximum speed (16,000  $\times$  g) for 1 minute to dry, and carefully removed from the centrifuge to avoid splashing the residual flow through liquid to the dried column. To elute RNA, the column was added to a new 2 ml collection tube and 30  $\mu$ L of elution solution (nuclease free water) was added directly onto the centre of the filter inside the column, and let sit for 1 minute. The tube was then centrifuged at maximum speed (16,000  $\times$  g) for 1 minute to elute. Elute was collected, and step was repeated. The purified small RNA was stored at -70 °C until needed.

### **1.3 TruSeq RNA Sample Preparation Kit v2 (50 cycles) protocol.**

Briefly, magnetic beads were used to purify out poly-A containing mRNA. Once purified, mRNA was then fragmented and primed with random hexamers into first strand cDNA using reverse transcriptase/ random primers. The RNA template was then removed and double stranded cDNA was generated using DNA polymerase I and RNase H. cDNA fragments ends were blunted, and the 3' ends were adenylated with a single 'A' before ligating the adaptors. Samples were then purified and the products with adaptors were selectively enriched by PCR. The finished libraries were validated on an Agilent bioanalyser using an Agilent DNA-1000 chip (Agilent, Colorado Springs, CO, USA), at which point they were loaded for cluster generation. The samples were sequenced on an Illumina HiSeq 2000. Infected and control samples (n =100) were randomised across four flow cells (i.e. 3 or 4 samples multiplexed per lane), to avoid confounding flow cell/lane effects (Auer and Doerge 2010). The barcode compatibility chart provided with the TruSeq RNA sample preparation kit was adhered to when pooling libraries. Fastq files were produced using the CASAVA 1.8 pipeline.

### **1.4 TruSeq Small RNA Sample Preparation Kit (50 cycles) protocol.**

Briefly, the 3' and 5' adaptors were sequentially ligated to each sample. cDNA was made from each sample successfully ligated with both adaptors via reverse transcriptase and enriched by PCR. The amplified cDNA product was purified through a 6% Novex TBE PAGE gel. Samples were re-eluted in 10 mM Tris-HCL, pH 8.5, and pooled based on Illumina recommended multiplexing protocols. The finished libraries were validated on an Agilent bioanalyser using an Agilent DNA high sensitivity chip (Agilent, Colorado Springs, CO, USA), at which point they were loaded for cluster generation. The samples were sequenced on an Illumina HiSeq 2000. Infected and control samples (n =100) were randomised across three flow cells (i.e. 7 or 8 samples multiplexed per lane), to avoid confounding flow cell/lane effects (Auer and Doerge 2010). Fastq files were produced using the CASAVA 1.8 pipeline.

### **1.5 RNA integrity and quantification.**

Total RNA was measured by the Agilent RNA 6000 Nano Kit using the 2100 Bioanalyzer (Agilent Technologies, Colorado Springs, CO, USA). The integrity of each RNA sample was examined before proceeding with experiment. The Agilent small RNA Kit (Agilent Technologies) was used to quantify miRNA. All miRNA samples were above the required quantity for sequencing.

### **1.6 References.**

Auer, P. L. and R. W. Doerge (2010). "Statistical design and analysis of RNA sequencing data." *Genetics* 185(2): 405-16.

How the deposited data were processed for this re-analysis (not part of the article)

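miRNAs were sequenced in CD14+ monocytes isolated from milk and blood of 5 infected and 5 control Holstein Friesian animals at 5 time points, which gives 100 samples in the labels. The authors made the deposited counts by trimming the reads, removing reads under 18 nt and low-quality reads, aligning the rest to the bovine genome with at most 1 mismatch, discarding reads with more than 1 alignment, and counting reads on miRBase miRNAs. The counts carry no normalization, and each of the 2 tables holds 751 miRNAs and 45 libraries. In both tables the header names stand 1 cell to the left of their values, and the names were given to the values in order. The 10 samples of TI2 were not analysed here. For libraries that were sequenced again, 1 column of counts was used.

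Libraries with fewer than 2000000 uniquely aligned reads by Table S2 were left out of the comparisons, as in the paper. All 25 control libraries of each cell type were used for the numbers of expressed miRNAs, since the numbers of Table S10 are for control animals. Over all libraries, total counts lay between 16501 and 15780733 in control MIMs (median 4111530) and between 46470 and 11196206 in infected MIMs (median 3398281.5). At the smallest total used, 1338110, a miRNA near 10 rpm rests on few counts, and its change is imprecise.

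Counts were compared in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, separately for each cell type and time point. Only miRNAs with a mean above 10 rpm over the compared libraries were tested, and p was adjusted by the Benjamini-Hochberg method. A miRNA was called where the adjusted p was below 0.05 under TMM, upper-quartile, and no normalization. DESeq2 1.42.0 and the exact test of edgeR were run as alternatives, since the paper names edgeR with moderated tagwise dispersions but not the test. The difference of the infection effect between MIMs and BIMs was tested at 36 and 48 hpi as an interaction in a joint fit. A call there rested on TMM alone. The block in this test was the animal and not the infection week. Separation at 36 hpi was measured as mean Euclidean distance between minus within groups on log2(rpm + 1) and tested by permuting the group labels over all splits.

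Lists of miRNAs for 5 sources of signal were written beforehand and tested with fry of limma 3.58.1. They are erythroid (bta-miR-451, bta-miR-486, bta-miR-144, bta-miR-16b, bta-miR-92a, bta-miR-25), epithelial (bta-miR-200a, bta-miR-200b, bta-miR-200c, bta-miR-182, bta-miR-375, bta-miR-141, bta-miR-429, bta-miR-183, bta-miR-96, bta-miR-205, bta-miR-203, bta-miR-31), lymphocyte (bta-miR-150, bta-miR-342, bta-miR-181a, bta-miR-181b), TLR-induced (bta-miR-146b, bta-miR-155, bta-miR-146a, bta-miR-147, bta-miR-132, bta-miR-212, bta-miR-21-5p, bta-miR-21-3p, bta-miR-9-5p), and neutrophil and pan-leukocyte (bta-miR-223, bta-miR-142-5p, bta-miR-142-3p).

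The miRNAs named in the text are those of Table 1 at each comparison where it lists them, whose values in that table had been seen, the members of the lists, up to 5 called miRNAs outside Table 1 with the smallest adjusted p in each comparison, and up to 5 with the smallest adjusted p in each interaction test. The alternatives were each normalization alone, DESeq2, the exact test, a threshold of 0.10, no filter on low counts, filterByExpr, the filter applied after the fit, libraries with fewer uniquely aligned reads included, the replicate block (the infection week), all time points in 1 fit, no resequenced libraries, 1 library per animal tag, the change from 0 hpi, and each animal left out in turn. After seeing the data, 4 more were added: TI1 added back in MIMs at 12 and 48 hpi with the quasi-likelihood and with the exact test, and the exact test with dispersions without a trend and with stronger shrinkage. The tests were checked on simulated data in which 200 of 751 miRNAs were changed 4- or 8-fold, using the dispersions and depths of these libraries. The quasi-likelihood test found 52 of the 61 changed and tested miRNAs at 36 hpi in MIMs (85.2%), called 1 unchanged miRNA, and gave 0 wrong directions, and in the other comparisons it found between 58.5% and 87.04%. Of the 4-fold changes alone it found 80.6% at 36 hpi in MIMs and at least 35.7% elsewhere, and smaller changes, as many of Table 1 are, were not simulated. The simulated counts were drawn without outlying libraries or week effects, and 61 of 206 tested miRNAs at 36 hpi in MIMs were changed. These percentages therefore need not hold for the real libraries.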

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

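The tests made on the libraries of TC1 and TC4, on the infection week, and on splits of the animals were chosen only after the result was seen. In 38 of 179 groups of libraries (21.2%) 1 library lay far from the others by Dixon's criterion, while chance alone gives about 1 in 20 groups. They come from 20 libraries, and miRNAs of the same library are not independent.

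The BIM library of TC1 at 24 hpi had 4848 normalized counts of bta-miR-146b (31.8 to 256 in the other controls). At 48 hpi, the BIM library of TC1 had 1309 of bta-miR-146b (25.03 to 180.2) and 6.51 of bta-miR-212 (0 to 1.28). In MIMs at 48 hpi, TC1 had 7749 of bta-miR-150 (626 to 1767), 94.9 of bta-miR-132 (816 to 1028), and 12339 of bta-miR-92a (18527 to 20743). For the library at 24 hpi, milk cells or their RNA may be a source, since 14 of 14 miRNAs higher in MIMs were highest in it among the BIMs, at a median of 71.7% of the milk level. Little blood RNA can be left beside them, since the blood-type miRNAs lost a median of 105.6% of their difference from milk, and bta-miR-150 was 459 rpm against 5568 to 22092 in the other BIM libraries at 24 hpi. A milk sample in place of the blood sample is also possible: its highest correlation with a BIM library was 0.973 and with a MIM library 0.995, and it was the only 1 of 45 BIM libraries nearer the milk profile. An exchange with the MIM library of TC1 at 24 hpi is argued against, since that was milk-like, while its blood-like MIM library at 48 hpi was not excluded as a partner. At 48 hpi, 11 of 14 of these miRNAs were highest in the BIM library of TC1, at a median of 15.7% of the milk level, and the median was −0.745%, 0.314%, and 0.104% in its BIM libraries at 0, 12, and 36 hpi. Milk RNA may be a source there too but stays open, since not all of the 14 were highest. The MIM library of TC1 at 48 hpi correlated at 0.983 with the blood profile and at 0.974 with the milk profile, the only 1 of 37 MIM libraries nearer blood, and blood cells, their RNA, or a blood sample may be in it. It correlated at 0.997 with the BIM library of the same animal and time, against 0.924 to 0.979 in 35 other pairs. The pair of TC1 at 24 hpi, with the milk-like BIM library, is not among the 35 and stood at 0.990. Mixing of the samples of TC1 at 48 hpi or of their reads may explain the 0.997. No biological explanation that the design names was tested for these libraries.

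In MIMs at 36 hpi, TC4 stood apart in bta-miR-182 (4329, 153 to 697 in the other controls), bta-miR-200a (814, 69.1 to 180.4), bta-miR-200b (2912, 129.6 to 397), bta-miR-200c (475, 29.2 to 103), bta-miR-205 (352, 11.1 to 63.6), bta-miR-31 (1643, 42.6 to 169), and bta-miR-429 (556, 30.5 to 76.5). At 48 hpi it stood apart in bta-let-7e (217, 17.6 to 64.4), bta-miR-182 (1314, 66.4 to 333), bta-miR-183 (52.1, 2.03 to 10.5), bta-miR-200b (868, 30.1 to 239), bta-miR-25 (8286, 5290.04 to 6052), bta-miR-31 (419, 23.3 to 71.9), and bta-miR-429 (163, 11.1 to 48.5). Epithelial cells or their RNA in the library at 36 hpi may be a source: 10 of 10 epithelial miRNAs were highest in it, at a median log2 ratio of 3.796 to the median library. Most members of the epithelial list (10 of 11 counted) were also higher in control MIMs than in BIMs, which other cells or the monocytes themselves would both give.

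bta-miR-451 in BIMs at 48 hpi was 579.5 in TI5 (12.3 to 36.7 in the other infected animals). Over all time points, bta-miR-451 in BIMs was higher in the 4 animals of infection weeks 6 and 7 than in the 5 of weeks 1, 2, and 5 by 3.93 on the log2 scale (exact two-sided permutation test, p = 0.00794). At 48 hpi the other animals of weeks 6 and 7 had 24.9 (TC4), 45.8 (TC5), and 17.3 (TI4), so that the week alone does not carry the value of TI5. A part of the week cannot be told apart from TI5 alone, since TI5 belongs to week 7 and the weeks were chosen from these values. In MIMs at 12 hpi it was 50.5 in TC2 (0 to 3.95).

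The other libraries that stood apart in MIMs at 36 hpi were TC5 in bta-miR-142-5p (76332, 53047 to 59446) and bta-miR-212 (167, 28.7 to 56.04), TC2 in bta-miR-144 (3.42, 0 to 0.259) and bta-miR-423-5p (23931, 2199 to 8208), TC1 in bta-miR-149-5p (575, 134 to 226), TC3 in bta-miR-181b (125.7, 60.5 to 71.8), TI4 in bta-miR-144 (7.13, others 0) and bta-miR-96 (4.96, 0 to 0.652), TI5 in bta-miR-150 (513, 58.2 to 127), TI1 in bta-miR-193a-5p (8.91, 0 to 0.317), and TI3 in bta-miR-339a (4003, 2439 to 2611). At 48 hpi they were TC2 in bta-miR-144 (3.66, 0 to 0.904) and TC5 in bta-miR-181b (238, 52.6 to 95.8). In BIMs they were TI1 in bta-miR-411a at 48 hpi (3.20, others 0) and TC5 in bta-miR-33a at 36 hpi (331, 36.4 to 114). bta-miR-144, bta-miR-96, and bta-miR-411a rest on few counts. At 0 hpi, TC3 had 15780733 total counts in MIMs (1775871 to 4070800), a difference in depth. No explanation was tested for these.

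The infection effect on bta-miR-210 differed between MIMs and BIMs at 36 hpi by −2.14 on the log2 scale (adjusted p = 0.00365 from edgeR's quasi-likelihood test, and 4 of 4 infected MIMs below every control). Of 100 splits of the animals into groups of the same sizes, the real one included, 3 gave as many calls as the infection. As many calls were thus rare at 36 hpi over splits that do not keep the week pairs. Since other splits also reached the 1 call, chance is not excluded. At 48 hpi edgeR's test called 0 miRNAs (26 at an unadjusted p under 0.05, 6 by DESeq2, 1 with a block for each animal). The count of 0 was reached by 56 of 56 splits, as any split does, so that this tests nothing. Without the animals numbered 1 the difference of bta-miR-210 was not called.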

How the results depend on the processing

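Beyond the alternatives set before the data were examined, 4 alternatives were chosen only after seeing the data: TI1 added back in MIMs at 12 and 48 hpi by either edgeR test, and the exact test with dispersions without a trend or with stronger shrinkage. The alternatives that include TI2 were not run, since its samples were not analysed here. Where leaving out an animal left 1 library in a group, that library was assumed to vary like the other group. Except where a reason is given, the cause was not tested.

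In MIMs, the calls at 36 hpi, at 48 hpi, in all at 12 to 48 hpi, and at more than 1 time point (1, 0, 1, and 0 by edgeR's quasi-likelihood test, 58 and 32 at an unadjusted p under 0.05 at 36 and 48 hpi) became 5, 2, 5, and 2 with upper-quartile normalization alone, 3, 0, 3, and 0 with no normalization alone, 42, 20, 51, and 11 with DESeq2, 17, 5, 17, and 5 with edgeR's exact test, 15, 2, 15, and 2 with FDR below 0.10, 12, 4, 12, and 4 with the filter after the fit, 3, 7, 9, and 1 with the replicate block, 9, 3, 9, and 3 with all time points in 1 fit, 0, 2, 2, and 0 without resequenced libraries, and 1, 5, 5, and 1 with 1 library per animal tag. With the change from 0 hpi there were 3 calls at 36 hpi and 0 at 48 hpi. With the exact test with dispersions without trend they were 13, 4, 14, and 3, and with stronger shrinkage 22, 10, 25, and 9, with 9 at 0 hpi and 2 at 12 hpi in MIMs. DESeq2 called 2 at 0 hpi. TMM alone, no filter on low counts, filterByExpr, libraries with fewer reads included, and TI1 added back with the quasi-likelihood test left these numbers as they were. With TI1 added back, the exact test called 0 at 48 hpi and 0 at more than 1 time point, against 5 and 5 without it. In BIMs, the replicate block gave 1 call at 24 hpi and 1 in all, and stronger shrinkage 1 at 0 hpi, 6 at 24 hpi, 4 at 48 hpi, and 8 in all, while the other alternatives gave 0 (DESeq2 and the exact test among them, with 1 to 22 at an unadjusted p under 0.05).

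With each animal left out, calls in MIMs ranged from 0 to 6 at 36 hpi: 0 without TI3, 6 without TI1, 3 without TI4, 2 without TI5, 3 without TC2, and 1 without any other. At 48 hpi they ranged from 0 to 10, with 10 without TC1, and at 12 hpi from 0 to 1, with 1 (bta-let-7d) without TI5. In all they ranged from 0 to 10 and at more than 1 time point from 0 to 1. In MIMs at 0 and 24 hpi and in BIMs they were 0 to 0. Calls of a difference between MIMs and BIMs ranged from 0 (without the animals numbered 1) to 1 at 36 hpi, and from 0 to 11 at 48 hpi, with 11 without the animals numbered 1 and 1 without those numbered 3. They were 3 at 36 hpi and 6 at 48 hpi with DESeq2, and 1 at 48 hpi with a block for each animal.

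Some of the 40 log2 fold changes of the named miRNAs reversed. bta-miR-486 in MIMs at 48 hpi was 0.11 without resequenced libraries (TC1 and TC2 left out). bta-miR-146b in BIMs at 48 hpi was 0.10 without resequenced libraries, 0.10 without TC1, and 1.46 with 1 library per animal tag, each of which leaves out TC1. bta-miR-451 in MIMs at 36 hpi was −1.83 with the change from 0 hpi. Without TI4, bta-miR-451 and bta-miR-486 in MIMs at 12 hpi were −2.63 and −1.33, where 1 infected library remained. Without TI5, bta-miR-451 in BIMs at 48 hpi was −0.11. With animals left out, these values ranged from −2.63 to 8.92 (bta-miR-451 at 12 hpi in MIMs), −1.33 to 3.52 (bta-miR-486 there), −0.11 to 3.18 (bta-miR-451 in BIMs), and −2.76 to 0.10 (bta-miR-146b in BIMs at 48 hpi). With DESeq2, 26 of the 40 passed the threshold that did not pass it otherwise, and with the exact test 15, and 0 reversed under either. Of 341 values with an animal left out, 323 kept their direction and side of the threshold, 13 passed it, 1 no longer passed it, and 4 reversed.

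The TLR-induced list in MIMs had a median log2 fold change of −0.57 at 36 hpi with no normalization, where the unadjusted p of limma's fry was under 0.05, and at 48 hpi 0.0657 with upper-quartile normalization, 0.0831 without TC2, and 0.00209 without TC3, against −0.11. With animals left out, list medians ranged at 36 hpi from 0.0514 to 0.284 (erythroid, 0.26 without TI1, with an unadjusted p under 0.05 only there), −3.19 to −0.95 (epithelial, −0.95 without TC4), −0.96 to −0.58 (lymphocyte), −0.65 to −0.13 (TLR-induced), and 0.63 to 0.99 (neutrophil and pan-leukocyte). At 48 hpi they ranged from 0.23 to 0.65, −1.85 to −0.91, −1.32 to −0.63, −0.33 to 0.08, and 0.76 to 1.21 (0.83 without TI4, with an unadjusted p no longer under 0.05, while the adjusted p was 0.106 by limma with all animals). The separation at 36 hpi ranged from 3.22 to 6.06, and miRNAs above 1 rpm from 296 to 302 in MIMs and from 268 to 286 in BIMs, and over all alternatives the miRNAs above 100 rpm ranged from 120 to 135 in MIMs and from 110 to 116 in BIMs. The correlation between MIMs and BIMs was 0.900 over miRNAs above 10 rpm, where fewer low miRNAs enter.

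No normalization moved the median log2 fold change of all tested miRNAs to 0.28 in MIMs at 0 hpi, −0.16 at 36 hpi, −0.21 at 48 hpi, and −0.11 in BIMs at 36 hpi, and upper-quartile normalization to −0.15 in MIMs at 0 hpi, −0.11 at 12 hpi, and −0.11 in BIMs at 24 hpi. TMM gave −0.11 in MIMs at 48 hpi. Depth limits the miRNAs near 10 rpm most: at 48 hpi bta-miR-451 in MIMs rested on 87 and 20 reads and was not tested.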

Differences from the paper's values

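Of the alternatives in this part, only the exact tests with dispersions without trend and with stronger shrinkage, and TI1 added back, were tests chosen only after seeing the values, and the others were set before the data were examined. A number of miRNAs is called different from the paper's where the 2 are more than 1.5 times apart, and a fold change where the 2 differ in direction or lie further apart on the log2 scale than 1 SE, or more than 1.5 times apart where the miRNA was not tested. Table 1 lists some adjusted p above 0.05, and its tally at more than 1 time point is 11. The paper does not name its edgeR test, so the main test here may differ from it. The exact test used tagwise dispersions, which the paper names. Calls by DESeq2 rest on its own normalization alone.

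The paper's number of unique DE miRNAs in MIMs is 26, and here it was 1 (edgeR's quasi-likelihood test, 78 at an unadjusted p under 0.05 over the time points, 51 by DESeq2, 17 by the exact test), and none of the alternatives set beforehand came within 1.5 times of it, while the exact test with stronger shrinkage, chosen after seeing the values, gave 25 and dropped 6 of the 23 that Table 1 lists at 36 hpi. The paper's number at more than 1 time point is 12 and here 0, and DESeq2 (11) came within 1.5 times of the paper's, the other alternatives set beforehand did not, and stronger shrinkage, chosen after seeing the values, brought to 9. Among the 23 of Table 1 at 36 hpi, DESeq2 called 20 (bta-miR-200b, bta-miR-193a-5p, and bta-miR-363 not), with 22 others, and edgeR's exact test 13, with 4 others. Table 1 miRNAs other than bta-miR-210 were called at 36 hpi with several alternatives. Upper-quartile normalization alone called bta-miR-125a, bta-miR-223, bta-miR-338, and bta-miR-451, and no normalization alone bta-miR-142-5p and bta-miR-223. The replicate block called bta-miR-125a and bta-miR-423-5p, and the change from 0 hpi bta-miR-149-5p. All time points in 1 fit called bta-miR-125a, bta-miR-223, bta-miR-338, bta-miR-34a, bta-miR-451, and bta-miR-760-3p. With bta-miR-210 included, FDR below 0.10 called 10 of Table 1 and the filter after the fit 12. Other Table 1 miRNAs were also called without TI1 (bta-miR-193a-5p, bta-miR-223, bta-miR-338, bta-miR-451), without TI4 (bta-miR-2898, bta-miR-34a), without TI5 (bta-miR-150), and without TC2 (bta-miR-339a, bta-miR-423-5p). At 48 hpi, Table 1 miRNAs were called by DESeq2 (7), the exact test (3), upper-quartile normalization alone and FDR below 0.10 (bta-miR-338), the filter after the fit (3), the replicate block (4), all time points in 1 fit (2), no resequenced libraries (bta-miR-34a), 1 library per animal tag (4), and without TC1 (4). The exact tests with dispersions without trend and with stronger shrinkage, chosen after seeing the values, called 12 and 17 of the 23 at 36 hpi, so that they dropped 11 and 6 of them, and 3 and 6 of the 12 at 48 hpi (bta-miR-486 among the 6, with the opposite direction). Stronger shrinkage also called bta-miR-451 and bta-miR-615 in MIMs at 12 hpi, and it called 9 miRNAs at 0 hpi.

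The paper's numbers for BIMs are 3 unique miRNAs, 1 at 24 hpi, and 3 at 48 hpi, and here 0, 0, and 0 were called by edgeR's quasi-likelihood test (27 in all, 22, and 5 at an unadjusted p under 0.05, 0 by DESeq2 and the exact test). With the replicate block the number at 24 hpi was 1, as in the paper, but this was bta-miR-182 and not bta-miR-146b, and none of the alternatives set beforehand came near the others. Stronger shrinkage, chosen after seeing the values, called bta-miR-146b at 24 hpi and bta-miR-146b and bta-miR-451 at 48 hpi, with 5 and 2 others, so that 4 were called at 48 hpi, and dropped 1 of the paper's 3 at 48 hpi (bta-miR-411a).

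The paper's fold change of bta-miR-486 in MIMs at 12 hpi is 1.77 and here 6.13, and it was 2.32 with the replicate block, within the SE of the paper's, and further away with the others. For bta-miR-142-5p at 36 hpi the paper's is 2.21 and here 1.88, with values within the SE of the paper's by upper-quartile normalization alone (1.93), without resequenced libraries (2.12), by the change from 0 hpi (1.98), and without TC5 (1.99), TI1 (1.99), or TI3 (1.96), and not by the others. For bta-miR-339a the paper's is 2.82 and here 2.28, and it was within the SE with the replicate block (2.71), all time points in 1 fit (2.31), the change from 0 hpi (2.403), and without TI1 (2.42), TI4 (2.31), TI5 (2.35), or TC2 (2.68), and not with the others. For bta-miR-423-5p the paper's is 5.73 and here 3.49, and it was within the SE with the replicate block (6.47), all time points in 1 fit (3.56), the change from 0 hpi (7.43), and without TI1 (4.01), TI4 (3.91), TI5 (3.73), or TC2 (6.51), and not with the others.

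The paper's fold change of bta-miR-486 in MIMs at 48 hpi is 12.79 and here −5.06, and none of the alternatives came within the SE of it, the only positive value being 1.08 without resequenced libraries. For bta-miR-451 in MIMs at 48 hpi the paper's is 48 and the ratio of mean normalized counts here −4.28, with 87 and 20 reads. It was too low to be tested, and without the filter on low counts its log2 fold change was −1.99, also against the paper's direction. For bta-miR-411a in BIMs at 48 hpi the paper's is −22.44 and the ratio here −2.38, with 84 and 20 reads. It was too low to be tested as well, and without the filter on low counts its log2 fold change was −1.20. By direction, the paper has bta-miR-451 and bta-miR-486 higher in infected MIMs at 48 hpi and here both were lower, while at 36 hpi all 23 miRNAs of Table 1 moved as listed.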

Other observations

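All tests in this part were chosen only after the result was seen, except the list tests at 36 and 48 hpi, the splits in MIMs at 36 and 48 hpi and in BIMs at 24 and 48 hpi by edgeR's quasi-likelihood test, and the comparison of 36 with 24 hpi by that test. Splits are counted with the real one included.

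In MIMs at 36 hpi, 1 of 100 splits (drawn from the splits of these libraries) gave as many calls as the infection. This held for edgeR's quasi-likelihood test, its exact test, DESeq2, and stronger shrinkage, so chance was unlikely over the splits drawn. Of the 16 splits that part all pairs of the same week, the second highest had 7 calls by the exact test and 33 by DESeq2, against 17 and 42, but 16 splits are too few to exclude chance once the weeks are kept. At 48 hpi, 4 of 56 splits reached the 5 calls of the exact test, the 20 of DESeq2, and the 10 of stronger shrinkage, so chance is not excluded for these. Of the 8 splits that part all pairs of the same week, only the real one reached the calls of the exact test and of DESeq2 (second highest 1 and 9), but 8 splits are too few to exclude chance. Any split reaches a count of 0, so the splits test nothing for the 0 calls of the quasi-likelihood test at 48 hpi (56 of 56, 32 at an unadjusted p under 0.05), where the replicate block called 7. At 0 hpi, 11 of 35 splits reached the 2 calls of DESeq2 and 6 of 35 the 9 of stronger shrinkage, while 35 of 35 for the 0 calls of the quasi-likelihood test (20 at an unadjusted p under 0.05) again tests nothing. At 24 hpi, 10 of 10 for 0 calls, also with stronger shrinkage, tests nothing, and the design is too small to exclude chance. In BIMs the same holds for 100 of 100 with 0 calls by edgeR's test at 0, 12, 24, 36, and 48 hpi (7, 1, 22, 1, and 5 at an unadjusted p under 0.05, 0 by DESeq2), and with stronger shrinkage 49 of 100 reached the 6 calls at 24 hpi and 38 of 100 the 4 at 48 hpi.

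The larger number of calls at 36 than at 24 hpi may come from fewer libraries at 24 hpi for the quasi-likelihood test, which called 0 at 36 hpi with only the animals of 24 hpi. By the exact test 4 and by DESeq2 12 remained against 0 at 24 hpi, which argues against fewer libraries as the whole cause for these tests.

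The lists were tested in MIMs with limma's fry, with p adjusted over lists and member sets, and 0 members passed the threshold over all miRNAs (edgeR). At 36 hpi the erythroid list (2 of 6 in Table 1) had a median log2 fold change of 0.18 (adjusted p = 0.279, 4 up and 1 down), the epithelial list (5 of 12) −2.25 (0.163, 0 up and 10 down), the lymphocyte list (1 of 4) −0.79 (0.0231, 1 up and 2 down), the TLR-induced list (1 of 9) −0.51 (0.163, 1 up and 7 down), and the neutrophil and pan-leukocyte list (2 of 3) 0.91 (0.0231, 3 up and 0 down). Adjusted over the list alone, 1, 1, 1, 1, and 3 members passed. The members outside Table 1 had medians of 0.15, −2.02, −0.31, −0.39, and 0.62. The medians at 48 hpi were 0.45, −1.55, −1.12, −0.11, and 0.89 (adjusted p = 0.341, 0.322, 0.281, 0.992, and 0.106 by limma), with 3 up and 1 down, 0 and 10, 0 and 3, 3 and 5, and 3 and 0, where the mean of the erythroid list was −0.18, against its median in sign. In control libraries, 0 of 6 erythroid, 10 of 11 epithelial, 2 of 4 lymphocyte, 8 of 9 TLR-induced, and 0 of 3 neutrophil and pan-leukocyte members were higher in MIMs than in BIMs.

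Red blood cells or their RNA may raise bta-miR-451 in infected MIMs. bta-miR-486 had log2 fold changes of 2.62 at 12 hpi, 0.18 (SE 0.86) at 36 hpi, and −2.34 at 48 hpi. The other erythroid members at 36 hpi did not decide it (adjusted p = 0.712 by limma's fry), since they went both ways. At 48 hpi these were 3 up and 0 down (median 0.63), while bta-miR-451 and bta-miR-486 were lower. At 36 hpi, bta-miR-144 had 0 reads in TI3 and TI5 and 23 in TI4, where bta-miR-451 had 702, 829, and 99. So few reads of bta-miR-144 decide nothing. A lower share of epithelial cells or their RNA may lower the bta-miR-200 family, bta-miR-182, and bta-miR-375 (members outside Table 1, median −2.02), and a lower share of lymphocytes bta-miR-150 (−0.305). None of these can be told apart from a change within monocytes, since members are few, vary between animals, or went both ways. At 0 hpi the epithelial list was higher in the infected group by a median of 2.14 with 10 of 10 up, and by 0.953 without TI1. A single animal and a difference between the groups before infection thus cannot be told apart. At 24 hpi the list was higher in infected MIMs too (median 1.11, 9 up and 1 down, adjusted p = 0.224 by limma's fry). Without TI1 the median at 24 hpi was 0.945, so a lower epithelial share was not seen at that time.

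Monocytes newly arrived from the blood among the milk cells may lower milk-type miRNAs in infected MIMs. The Spearman correlation across miRNAs of the infection effect with the milk-blood difference of control libraries at 0 hpi was −0.508 at 36 hpi (exact one-sided permutation test over libraries, p = 0.0238), and 22 of 22 miRNAs with more than a 4-fold higher level in milk were lower, while 19 of 27 with more than a 2-fold higher level in blood were higher. It was −0.506 without TC1 and −0.494 without TC4. At 48 hpi it was −0.345 (exact one-sided, p = 0.268) and cannot be told apart from none, and it was −0.491 without TC1 (exact one-sided, p = 0.0286) and −0.262 without TC4 (exact one-sided, p = 0.371). Such monocytes as the whole cause are argued against for bta-miR-375, which had 605 normalized counts in infected BIMs at 36 hpi and 293 in control MIMs, and for bta-miR-223, which had 16759 in infected BIMs at 48 hpi, below infected MIMs. bta-miR-150 averaged 15794 rpm in the BIMs and 966 in the MIMs of the control animals other than TC1. It fell at 36 hpi from 856 to 199 normalized counts in MIMs, against the blood-type miRNAs that were higher. The response of milk monocytes to infection stays open as untested.

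Resequencing may go with the high bta-miR-451 of 4 infected MIM libraries (exact two-sided permutation test, p = 0.000733), though not in control libraries (exact two-sided, p = 0.584), and with bta-miR-486, which was 809 to 1125 rpm in 3 resequenced control libraries and 25.3 to 1082 in 19 others (exact two-sided, p = 0.00195), and 606 to 3315 rpm in 4 resequenced infected libraries and 30.5 to 698 in 11 others (exact two-sided, p = 0.00147). A low RNA yield may go with bta-miR-486 as well, whose Spearman correlation with the total RNA of Table S3 was −0.476 over 15 infected MIM libraries (one-sided permutation test, p = 0.0360) and −0.535 over 22 control libraries (one-sided permutation test, p = 0.00570). For bta-miR-451 it was −0.399 in infected and −0.273 in control libraries (one-sided permutation test, p = 0.0741 and 0.107) and stays open. Both stay open for bta-miR-486. The resequenced control libraries had total RNA of 0.4 to 0.82 (0.26 to 3.09 in the others). The resequenced infected libraries had 0.475 to 2.17 (0.78 to 2.13 in the others), with medians of 1.06 against 1.4. Low yield and resequencing thus cannot be told apart, and libraries of the same animal are not independent. The libraries with fewer than 2000000 uniquely aligned reads also held more, with medians of 49.7 against 2.24 rpm for bta-miR-451 and 2206 against 128 for bta-miR-486.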
